# Oxygen concentration affects de novo DNA methylation and transcription in in vitro cultured oocytes

**DOI:** 10.1186/s13148-021-01116-3

**Published:** 2021-06-28

**Authors:** Florence Naillat, Heba Saadeh, Joanna Nowacka-Woszuk, Lenka Gahurova, Fatima Santos, Shin-ichi Tomizawa, Gavin Kelsey

**Keywords:** Oocyte, Mouse, DNA methylation, Transcription, In vitro culture, Normoxia, 5% oxygen

## Abstract

**Background:**

Reproductive biology methods rely on in vitro follicle cultures from mature follicles obtained by hormonal stimulation for generating metaphase II oocytes to be fertilised and developed into a healthy embryo. Such techniques are used routinely in both rodent and human species. DNA methylation is a dynamic process that plays a role in epigenetic regulation of gametogenesis and development. In mammalian oocytes, DNA methylation establishment regulates gene expression in the embryos. This regulation is particularly important for a class of genes, imprinted genes, whose expression patterns are crucial for the next generation. The aim of this work was to establish an in vitro culture system for immature mouse oocytes that will allow manipulation of specific factors for a deeper analysis of regulatory mechanisms for establishing transcription regulation-associated methylation patterns.

**Results:**

An in vitro culture system was developed from immature mouse oocytes that were grown to germinal vesicles (GV) under two different conditions: normoxia (20% oxygen, 20% O_2_) and hypoxia (5% oxygen, 5% O_2_). The cultured oocytes were sorted based on their sizes. Reduced representative bisulphite sequencing (RRBS) and RNA-seq libraries were generated from cultured and compared to in vivo-grown oocytes. In the in vitro cultured oocytes, global and CpG-island (CGI) methylation increased gradually along with oocyte growth, and methylation of the imprinted genes was similar to in vivo-grown oocytes. Transcriptomes of the oocytes grown in normoxia revealed chromatin reorganisation and enriched expression of female reproductive genes, whereas in the 5% O_2_ condition, transcripts were biased towards cellular stress responses. To further confirm the results, we developed a functional assay based on our model for characterising oocyte methylation using drugs that reduce methylation and transcription. When histone methylation and transcription processes were reduced, DNA methylation at CGIs from gene bodies of grown oocytes presented a lower methylation profile.

**Conclusions:**

Our observations reveal changes in DNA methylation and transcripts between oocytes cultured in vitro with different oxygen concentrations and in vivo-grown murine oocytes. Oocytes grown under 20% O_2_ had a higher correlation with in vivo oocytes for DNA methylation and transcription demonstrating that higher oxygen concentration is beneficial for the oocyte maturation in ex vivo culture condition. Our results shed light on epigenetic mechanisms for the development of oocytes from an immature to GV oocyte in an in vitro culture model.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13148-021-01116-3.

## Introduction

Oocytes contain not only the genetic information, but also the epigenome, which is dynamically changing during oocyte growth, and both need to be transmitted correctly to the next generation. De novo DNA methylation starts at primary follicles and finishes at metaphase II oocytes (M2) [1, 2] to produce functional, mature oocytes which are a prerequisite for proper embryonic development [3].

DNA is methylated at CpG-dinucleotides, and differentially methylated CpGs form domain on genomic DNA which can be either hyper- or hypomethylated. In the M2 oocytes, methylation establishment has been associated with transcription units delimiting these hyper- and hypomethylated domains [3, 4]. As well, groups of CpGs define CpG islands (CGIs) which are found throughout the genome. Most of the CGIs are unmethylated but in specific cell type; for example, in the germ cells, these CGIs are characterised by either low or high methylation levels. Some of these CGIs are associated with imprinted germ line differentially methylated regions (igDMRs). Accurate methylation of igDMRs is crucial for the proper embryonic development and for mono-allelic gene expression during development. Depending on the sex of the gamete, methylation of the igDMRs will follow an either paternal or maternal pattern [5]. When DNA methylation fails to be established or maintained on the igDMRs, consequences may be severe for the embryos; embryonic defects are often seen as a result [6].

Assisted reproduction technology (ART) is a common technique in human infertility treatments. It is based on retrieving late stage M2 oocytes, which are fertilised with sperm in a culture dish to generate an embryo. It is important to understand the mechanisms regulating oocyte methylation using in vitro models. There is evidence that in in vitro*,* culture conditions, such as oxygen concentration, pH, temperature, and medium composition, have an effect on oocyte epigenome, but this connection has not yet been carefully analysed [7]. The oxygen concentration in the ovaries varies from 2 to 8% depending on the species [8], and ART techniques are either carried out at 5% oxygen or 20% oxygen [9]. Studies of methylation of selected imprinted genes in children born from ART have been inconclusive. The data either suggest a change in methylation at imprinted genes which is correlated with a higher risk in developing imprinted disorders, or no correlation is observed between the methylation of imprinted loci and imprinted diseases [10–17]. Similar controversial results have been published in relation to super-ovulation. Super-ovulated oocytes from mice and humans show that *Peg1* and *H19* imprinted genes were differentially methylated in super-ovulated oocytes compared to normally ovulating females, suggesting a link between methylation of imprinted genes and super-ovulation [18], whereas other studies reveal no effect on the methylation of the imprinted genes by super-ovulation [19, 20].

Oocytes are an ideal system to study de novo methylation establishment and its relation to transcription, because replication does not occur in these cells. Recent studies have generated mouse oocyte methylomes to understand the mechanisms behind de novo methylation establishment [3, 21, 22]. The relation between methylation and transcription starts to be unveiled in mouse oocytes [4] highlighting a correlation between gene bodies hypermethylation and transcription [3, 4]. However, less compact DNA associated with low amount of chromatin remodellers will establish methylation first independent of transcription [23]. Dnmt3a with its co-factor Dnmt3L and Dnmt1 methyltransferases establish methylation in oocytes [22]; however, the methylation events are also regulated by histone post-translational modifications. To understand further the interactions between histone post-translational modifications, de novo methylation, and oocyte transcription factors, an in vitro oocyte culture model needs to be developed. This model will allow manipulation of such factors for following their implications during oocyte growth, and such model should operate as early as possible, in primary follicles.

The main aim was to develop an in vitro culture model for molecular studies where epigenetic mechanisms will be analysed to identify and understand their intricate regulations. Towards this goal, first a murine in vitro follicle culture model needed to be optimised for developing immature mouse oocytes (primary oocytes) to germinal vesicle oocytes (GV). Second by manipulating the culture conditions, here two different oxygen concentrations, at normoxia (20% O_2_), a higher oxygen concentration than the physiological one, and 5% oxygen (5% O_2_), closer to the ovarian oxygen concentration, we analysed whether methylation and transcription are correctly preserved in in vitro-grown oocytes as in vivo oocytes. Our data describe for the first time how oxygen levels affect oocyte growth specifically when the oocyte culture starts from follicles containing immature oocytes.

## Results

### Optimisation of follicle-free oocyte culture model

To set up an oocyte in vitro model from immature to germinal-vesicle (GV) oocytes and to be able to manipulate oocytes sufficiently early during their development and maturation, we adopted the protocol from Honda et al. [24], which took advantage of maturing arrested primordial oocytes from dissociated ovaries of 1-week-old mice. In this method, oocytes are allowed to grow in follicle-free cultures, but initially supported by theca-like cells in the primary culture, and we considered that this method would have advantages in allowing manipulations that would be difficult to achieve in follicle cultures. Although oocytes grown by this method have been assessed as completing meiosis upon induction and to establish DNA methylation correctly for the limited number of igDMRs tested, their wider epigenetic fidelity has not been evaluated. We sought to optimise this oocyte culture system further to produce a larger quantity of GV stage oocytes for experiments. We evaluated mouse strain and age at commencement of culture (data not shown), settling on 7-day-old F_1_(C57BL6/Babr background) females. We included fatty acid-free bovine serum albumin (fafBSA), epidermal growth factor (EGF), and follicle stimulating hormone (FSH) in the culture medium, as these factors have been shown to improve oocyte development and maturation [25–27]. We also considered the effect of oxygen tension. Human oocytes in vivo are in contact with 3–5% oxygen [8], while in other mammals the oxygen concentration has been reported as being between 2 and 8% [28]. Most follicle cultures for mouse oocytes have been carried out under normoxia, with only a few studies using lower oxygen levels, such as 5% O_2_ [9]. In this study, we compared 20% O_2_ and 5% O_2_ (Fig. 1a).

**Fig. 1:**
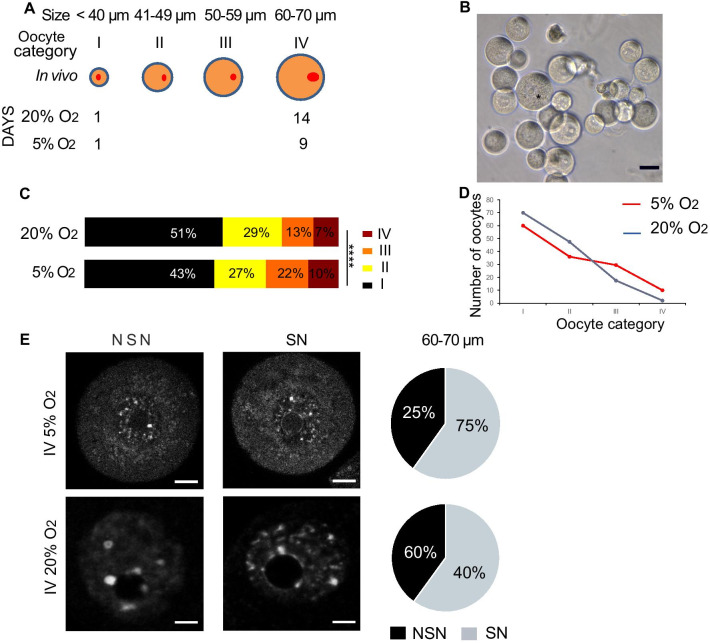
Characterisation of follicle-free cultured oocytes. **a** Schematic representation of the in vitro oocyte culture model. The time of collection of cultured oocytes under 20% O_2_ was day 21 (14 days after start of the culture), and for the oocytes grown under 5% O_2_, it was on day 16 (9 days after the starting the culture). **b** Bright-field photomicrograph of in vitro-grown oocyte cultured for 9 days under 5% O_2_; *indicates oocyte of 70 µm diameter, scale bar 35 µm. **c** Graph of the proportions of oocytes of the various size categories after 14 days of culture (20% O_2_) and 9 days of culture (5% O_2_). Combined data from 7 independent cultures. ****p < 0.001 (ANOVA test). **d** Contingency graph summarising the growth of the cultured oocytes under 20% O_2_ and 5% O_2_. Combined data from 7 independent cultures. **e** DAPI staining of GV-like oocytes grown in 20% O_2_ and 5% O_2_. Pie charts summarising the number of IV oocytes grown under 20% O_2_ and 5% O_2_ classified as non-surrounding nucleus (NSN) and surrounding nucleus (SN) (3 independent oocyte cultures for both conditions, total of oocytes *n* = 68 for 5% O_2_ and *n* = 62 for 20% O_2_, and *n* = 31 GV oocytes aged of 23–25 days old). Scale bar 20 µm

To evaluate the performance of the cultures, and for subsequent molecular analyses, we size-selected oocytes and categorised them into four classes by their diameters: I, < 40 µm; II, 41–49 µm; III, 51–59; µm and IV, 60–70 µm (Fig. 1a). The progression of de novo DNA methylation has been described in in vivo oocytes of similar size classes [23], which serves as a reference. In the optimised normoxia cultures, oocytes achieved a maximum diameter after 14 days, whereas in 5% O_2_, size IV was attained in only 9 days and after these 9 days, the oocytes started to degenerate. Under both conditions, oocytes developed into GV-like oocytes similar to in vivo oocytes (Fig. 1b), but the maximum sizes attained differed. An in vivo fully grown GV measures 70–80 µm [29], whereas in 20% O_2_, only 7% of the oocytes reached a size of 65 µm and in 5% O_2_ 10% of oocytes achieved a size of 70 µm (Fig. 1c, *p* < 0.0001, 7 independent oocyte cultures for both conditions). The contingency graph describing the growth model showed that the number of oocytes under 20% O_2_ decreased slowly from class I–IV, while they grew, whereas in 5% O_2_ the oocytes maintained their number at a plateau, when the oocytes reached the size of 50–60 µm (from class II–III) and then slowly decreased in number to reach class IV (Fig. 1d , *n* = 7 independent oocyte cultures for both conditions).

During the final step of oogenesis, the oocyte nucleus is subject to large-scale chromatin modifications that correlate with transcriptional silencing. Oocytes that present uncondensed chromatin (NSN, non-surrounded nucleolus) are transcriptionally active, while oocytes with dense chromatin around the nucleolus are silent (SN, surrounded nucleolus); moreover, the transition to SN is required for developmental competence [30]. To define the pattern of chromatin organisation, the in vitro-grown oocytes were stained with DAPI and compared with in vivo GVs collected from 23- to 25-day-old females (3 independent oocyte cultures for both conditions, total of oocytes *n* = 68 for 5% O_2_ and *n* = 62 for 20% O_2_). Under either culture condition, IV-class oocytes comprised both NSN and SN GVs (Fig. 1d); however, the SN oocytes grown in 20% O_2_ had a bigger nucleolus than in 5% O_2_. In terms of the SN and NSN proportions, oocytes grown in 5% O_2_ condition were closer to those of in vivo GV oocytes (75% SN, compared with 71% in vivo GV, *n* = 31 oocytes from 23- to 25-day-old females; [30]), but only 40% of oocytes grown in 20% O_2_ were in the SN chromatin organisation.

### Characterisation of DNA methylation in in vitro-grown oocytes

DNA methylation acquisition in the oocyte correlates with increasing diameter during oogenesis [23]. Therefore, the DNA methylation level of the oocytes grown under the two culture conditions was compared with the methylation of in vivo size-selected oocytes. We collected oocytes representing the starting populations and the largest oocytes at the end of the cultures which, for practical purposes, corresponded to ≤ 50 µm and 55–65 µm for the 20% O_2_ cultures, and ≤ 40 µm and 60–70 µm in the 5% O_2_ cultures. Pools of ~ 250 for the class IV to ~ 500 oocytes for class I and II were collected in replicate and processed for reduced representation bisulphite sequencing (RBBS), which preferentially samples CG-rich regions in the genome, including CGIs [31]. RRBS data from the cultured oocytes were compared to published data from in vivo growing oocytes (I–IV [23] and GV [3]). When the replicates were merged depending on their size within the experimental groups, coverage was sufficient to evaluate between 56.4 and 60.1% of CGIs (≥ 5 CpG sites per CGI and ≥ 5 reads per CpG; CGI annotation based on [32]). Principal component analysis (PCA) indicated that replicates clustered together (Additional file 1: Fig. S1). Furthermore, PCA demonstrated a separation along PC1 of the in vivo groups corresponding to developmental stage. Both 20% O_2_ and 5% O_2_ samples also separated on PC1 according to oocyte size, indicative of a de novo methylation process similar to in vivo, but the 5% O_2_ samples also separated on PC2 from the other groups due to the effect of 5% O_2_. As previously reported [3, 4], total methylation of CpGs increased from 3.2% in group II in vivo oocytes to 10% in group IV and 26.3% at the fully grown GV stage (Fig. 2a). The in vitro-cultured oocytes also exhibited increases in methylation with size: from 5 to 8% for the 20% O_2_ cultures, and 9–21% for the 5% O_2_ cultures (Fig. 2a). These results suggest that growth in 5% O_2_ is more suitable for in vivo-like DNA methylation establishment than 20% O_2_.

**Fig. 2:**
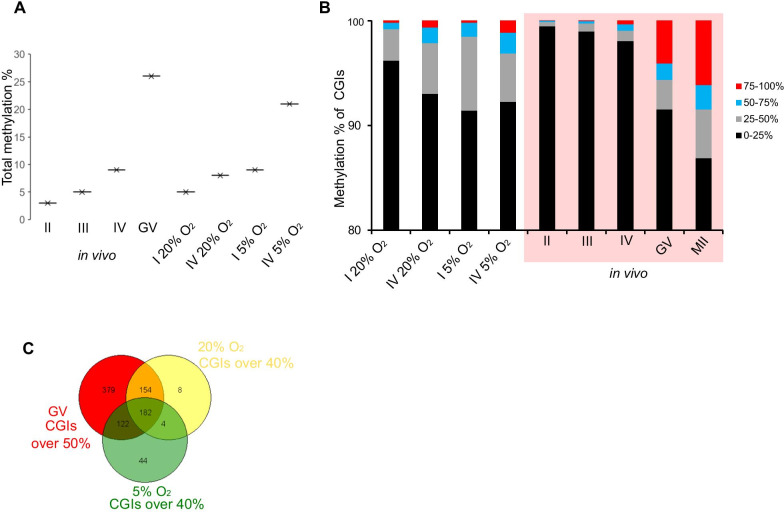
DNA methylation landscape in in vivo and in vitro oocytes. **a** Comparison of the total methylation level, **b** percentage of methylation at CGI between in vivo and in vitro oocytes (for II *n* = 16,473, III *n* = 16,151, IV *n* = 16,177, I 20% O_2_ *n* = 17,441, IV 20% O_2_ *n* = 17,170, I 5% O_2_ *n* = 17,256, IV 5% O_2_ *n* = 16,009). **c** Venn diagram showing the common CGIs that were affected in GV, 20% O_2_ and 5% O_2_ oocytes with different levels of methylation

We next considered the fidelity of DNA methylation in the in vitro-grown oocytes. Similar to most cell types, the majority of CGIs are unmethylated in oocytes, but fully grown GV oocytes in vivo have a defined number of highly methylated CGI [3, 21, 22]: in the in vivo GV dataset we used as reference 4.1% of CGIs (*n* = 661) are hypermethylated (> 75%). In comparison, 1.2% (*n* = 169) of the CGIs informative in our RRBS datasets of the IV-sized oocytes from the 5% O_2_ cultures were classed as highly methylated, and just 0.06% (*n* = 9) of CGIs in oocytes grown in 20% O_2_ (Fig. 2b). On the other hand, 631 CGIs (4.6%) had methylation > 25% in the IV oocytes grown in 20% O_2_, and 1022 (7.45%) in 5% O_2_, which might indicate that the CGIs normally fully methylated in vivo are partially methylated in the in vitro-grown oocytes. To evaluate the CGIs subject to de novo methylation more closely, we selected those that had ≥ 40% methylation in at least one sample, which were 1530 of the 13,710 CGIs for which RRBS data were available in size III–IV and GV in vivo oocytes, and IV 20% O_2_ and IV 5% O_2_ oocytes (Additional file 1: Fig. S2). When the CGIs > 40% methylated in at least one sample including in vivo samples were clustered with the CGIs > 50% from GV stage oocytes, we observed that ~ 40% of the CGIs were common between GV and both in vitro conditions (Fig. 2c). With the exception of a single CGI found in the sample 5% O_2_, all CGIs ≥ 40% methylated in in vitro-grown oocytes were found in > 25% methylated in GVs (Additional file 1: Fig. S3A). To confirm that CGIs > 40% methylated in at least one sample were a correct cut-off from the total CGIs for further analysis, we correlated CGIs > 40% methylated in at least one sample with CGIs of GV, IV in vivo, III in vivo, IV 5% O_2_ and 20% O_2_. The correlation coefficient between GV and IV in vivo was lower than the correlation coefficient between IV in vivo and III in vivo, confirming the results observed by Gahurova et al*.* [23]. The correlation coefficient between IV in vivo and 20% O_2_ was better than IV in vivo and 5% O_2_ confirming the PCA plot (Additional file 1: Fig. S3B). From unsupervised hierarchical clustering analysis of the 1530 CGIs, six major clusters were apparent (Fig. 3a). Cluster 1 generally comprised CGIs methylated in all samples; cluster 2 had methylated CGIs in in vitro conditions and Class III in vivo, but lacking the methylation in class IV and GV in vivo samples; clusters 3 and 4 were dominated by CGIs showing progressive methylation in vivo samples but lacking methylation in the 5% grown oocytes; clusters 5 contained CGIs methylated predominantly in the in vitro-grown oocytes; and cluster 6 grouped all the intermediate methylated CGIs in all samples except GV in vivo samples (Fig. 3b). For all of the samples, CGIs > 40% methylated were predominantly intragenic in location, compared with unmethylated CGIs (Fig. 3B), consistent with the dependence of CGI methylation on transcription events in oocytes [3, 4].

**Fig. 3:**
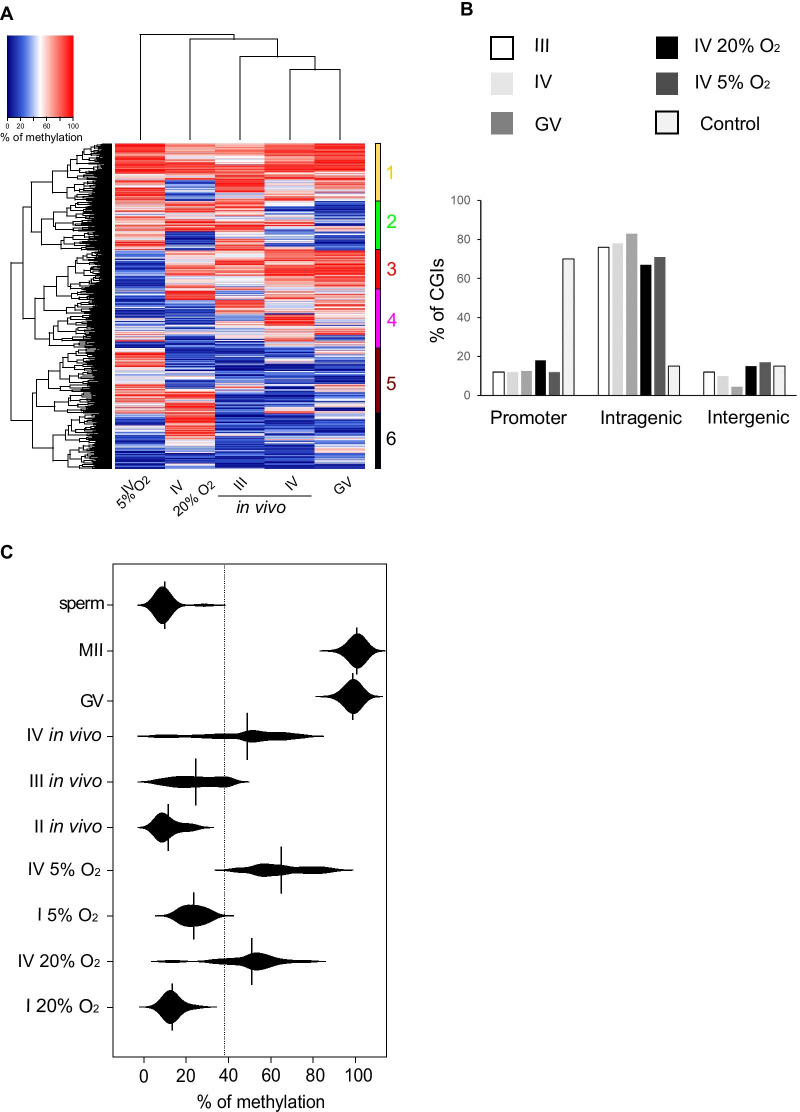
Differentially methylated CGIs. **a** Heatmap of over 40% of methylation in at least one sample (*n* = 1530) comparing IV 20% O_2_, 5% O_2_-grown oocytes with size-selected III, IV, and GV in vivo oocytes. **b** Distribution of CGIs over 40% of methylation in at least one sample (*n* = 1530) located overlapping promoter, intragenic, and intergenic regions. **c** Bean plot of the methylation level of the 23 igDMRs between in vivo and cultured oocytes

Amongst the genomic elements for which de novo DNA methylation in oocytes does have a critical role are the igDMRs of imprinted genes. Oocytes grown either in 5% O_2_ or 20% O_2_ demonstrated a gain of methylation at igDMRs comparable to the corresponding sized in vivo oocytes (Fig. 3c), with the oocytes grown in 5% O_2_ showing a higher mean methylation level (58.1% compared with 42.9%), suggesting greater progression towards the complete methylation characteristic of fully grown GV oocytes. Together, these results confirm that DNA methylation starts to be established in the in vitro cultures, with critical elements gaining methylation appropriately, but there are also subsets of CGIs displaying anomalous methylation.

### Transcriptome analysis of in vitro-grown oocytes

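RNA-seq was performed on class IV oocytes, the largest size class of the culture, which were isolated from mouse ovaries at day 7 after birth and grown in follicle-free culture. The IV 20% O2 oocytes were collected after 14 days of culture and the IV 5% O2 oocytes after 9 days, so the conditions differ in culture time as well as in oxygen. The paper gives a diameter of 55 to 65 μm for the IV 20% O2 oocytes and of 60 to 70 μm for the IV 5% O2 oocytes, whereas the sample labels give 60 to 70 μm for both. Total RNA of 280 oocytes per condition was depleted of ribosomal RNA, and 2 libraries per condition were sequenced as paired-end reads of 100 bp. The authors aligned the reads to mm10 with TopHat, counted them over exons in SeqMonk and deposited log2 values with 1 pooled column per condition. The values of the 2 libraries of a condition are therefore not separated, and no difference given here has a replicate check, an SD or a p-value. After the log2 was undone, 99.4% of the values in the IV 5% O2 column and 99.9% of those in the IV 20% O2 column were whole multiples of the value of 1 read, the same for every gene of a column. The values are thus RPM (reads scaled to the depth of the column) that carry no correction for gene length, although the methods describe one. The value of 1 read implies a depth of 132185259 reads for IV 5% O2 and of 40875359 reads for IV 20% O2, of which 109629353 and 29754908 were counted on genes. A count of 0 allows up to 3 reads, or 0.0227 RPM in IV 5% O2 and 0.0734 RPM in IV 20% O2. Intervals are exact 95% Clopper-Pearson intervals on the reads of both columns; they compare these libraries rather than the conditions, and they cover counting error only because the reads carry no molecular identifiers. Log2 differences were taken on log2(RPM + 1) as IV 5% O2 minus IV 20% O2, which understates the change of low genes, over the 14704 genes with a mean of at least 1 RPM. Across these genes, which are not independent replicates, Pearson's r between the columns was 0.884. At least 2-fold higher values in IV 5% O2 were found for 2753 genes and at least 2-fold lower values for 1356 genes, so that 67.0% of these differences were higher. With a pseudocount of 5 RPM, the counts were 1202 and 706. The median log2 difference of all genes tested was 0.26, and changes of single genes are also given relative to it. Scaling the columns by their median ratio gave 1700 higher and 2031 lower genes (45.6% higher), and quantile normalization gave 1764 and 1866 (48.6% higher).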

To investigate gene expression patterns in the oocytes grown in vitro, we generated deep, strand-specific libraries in duplicate from the same size populations of in vitro-grown oocytes as used in the methylation analysis. PCA of these RNA-seq libraries, in comparison with in vivo reference datasets [23], indicated that the in vitro-grown oocytes from either O_2_ concentration separated from in vivo growing oocytes and were closer to GVs on PC1, but were separated from all in vivo groups on PC2 (Additional file 1: Fig. S4).

To explore the gene expression differences between in vitro-grown and in vivo oocytes, we used DESeq to compare the in vitro RNA-seq data with in vivo GVs. The global gene expression correlations between the IV 5% O_2_ oocytes and GVs, and between the IV 20% O_2_ oocytes and GVs, were *r* = 0.883 and *r* = 0.917, respectively (Fig. 4a, b); furthermore, there were 890 differentially expressed genes between IV 5% O_2_ and in vivo GVs, and 2990 between IV 20% O_2_ and GVs (Fig. 4a, b, *p* < 0.05). Gene Ontology (GO) analysis using Panther revealed that the differentially expressed genes were most enriched in biological processes related to the unfolded protein response, response to starvation, and endoplasmic reticulum stress for IV 5% O_2_ oocytes, and terms related to female gamete and chromatin organisation for IV 20% O_2_ oocytes (Fig. 4c). 

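Of the oocyte genes plotted in Fig. 4d, Gdf9, Bmp15, Nlrp5 and Dppa3 differed little between the columns as deposited, but their differences depended on the scaling. Gdf9, which encodes an oocyte-secreted growth factor and lies on chromosome 11 of GRCm38 from 53431023 to 53437904, had 2346 RPM in IV 5% O2 and 2805 RPM in IV 20% O2. Its log2 difference was -0.26 (interval -0.27 to -0.25), or -0.52 relative to the median gene, but it was -0.58 with median-ratio scaling and quantile normalization turned it to 0.22. Bmp15, on chromosome X from 6314107 to 6320721, had 1209 and 1224 RPM, a log2 difference of -0.02 that became -0.34 and -0.49 with these scalings. Nlrp5 (chromosome 7, 23385889 to 23441922) had 1905 and 1823 RPM. Its log2 difference of 0.06 lay 0.19 below the median gene (-0.19) and became -0.26 with median-ratio scaling. Dppa3 (chromosome 6, 122626410 to 122630272) had 493 and 481 RPM, a log2 difference of 0.03 that became -0.28 with the same scaling. At Dppa3, 27.9% of the 50-base windows of the exons occur at least 2 times in the genome, but no window of 100 bases, the length of a read, does; at Nlrp5 these shares are 10.9% and 2.56%. Nobox and H1foo were higher in IV 5% O2 with each scaling tried. Nobox, a homeobox transcription factor gene on chromosome 6 from 43303674 to 43309554, had 496 RPM in IV 5% O2 and 271 RPM in IV 20% O2. The log2 difference of Nobox was 0.87 (interval 0.84 to 0.90), or 0.61 relative to the median gene. H1foo, an oocyte linker histone gene listed as H1f8 on chromosome 6 from 115944938 to 115950236, had 1181 and 705 RPM, a log2 difference of 0.74 (interval 0.73 to 0.76). Oog1 (chromosome 12, 87602688 to 87608850) fell from 251 RPM in IV 20% O2 to 55.0 RPM in IV 5% O2, a log2 difference of -2.17. This value is uncertain, because 88.4% of the 50-base windows and 75.3% of the 100-base windows of Oog1 are repeated elsewhere in the genome.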

We also interrogated the expression of oocyte-specific genes important for follicle development, reproduction, and early development [33]. In the 20% O_2_-grown oocytes, there was a greater abundance of transcripts for key oocyte transcription factors *Spermatogenesis And Oogenesis Specific Basic Helix-Loop-Helix 1 and 2* (*Sohlh1* and *Sohlh2*), whereas 5% O_2_-grown oocytes had reduced abundance of *Folliculogenesis-Specific BHLH Transcription Factor* (*Figla*) and *LIM Homeobox 8* (*Lhx8*) transcripts where both transcription factors co-express in oocyte for its maturation, as well as for the oocyte markers *Zona pellucida* genes, *Zp1*, *Zp2,* and *Zp3* (Fig. 4d). 

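Sohlh1, on chromosome 2 of GRCm38 from 25842995 to 25847248, had 121 RPM in IV 20% O2 (4961 reads) and 46.2 RPM in IV 5% O2 (6112 reads). Its log2 difference of -1.37 (interval -1.45 to -1.34), or -1.63 relative to the median gene, was at percentile 4.5 of the 200 genes nearest in level. Sohlh2 (chromosome 3, 55182028 to 55209957) had 50.2 RPM in IV 20% O2 and 61.6 RPM in IV 5% O2. Its log2 difference was 0.29 (interval 0.23 to 0.37), which is 0.03 relative to the median gene, and median-ratio scaling gave -0.02. Figla (chromosome 6, 86016171 to 86020996) was lower in IV 5% O2 with 28.3 RPM against 40.5 RPM, a log2 difference of -0.50 (interval -0.60 to -0.43). Relative to the median gene, Figla was at -0.76. Lhx8 (chromosome 3, 154306294 to 154330659) had 140 RPM in IV 5% O2 and 127 RPM in IV 20% O2. The log2 difference of Lhx8 was 0.14 (interval 0.10 to 0.19) and -0.12 relative to the median gene; it turned to -0.18 with median-ratio scaling and to -0.06 with quantile normalization. The Zona pellucida genes encode the glycoprotein coat of the oocyte, and all of them were lower in IV 5% O2 with each scaling tried. Zp1 (chromosome 19, 10914287 to 10920632) had 499 RPM in IV 5% O2 and 689 RPM in IV 20% O2, a log2 difference of -0.46 (interval -0.48 to -0.44). Zp2 (chromosome 7, 120126772 to 120145291) had 1537 and 3807 RPM, and its log2 difference was -1.31 (interval -1.32 to -1.30). Zp3 (chromosome 5, 135980099 to 135988624) had 690 and 1501 RPM, and its log2 difference was -1.12 (interval -1.14 to -1.11). Relative to the median gene, these differences were -0.72, -1.57 and -1.38. No exonic window of these 7 genes is repeated in the genome. Over all 14 genes of Fig. 4d, 8 had a lower value in IV 5% O2, or 12 with median-ratio scaling and 10 with quantile normalization. As deposited, 11 of the 14 lay below the median gene. The median log2 difference of all 14, -0.14, was at percentile 4.89 of 10000 random lists of 14 genes matched on level, inside the central 95% of these lists. The comparison of Fig. 4d with in vivo oocytes is not analysed here.

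**Figure D1:**
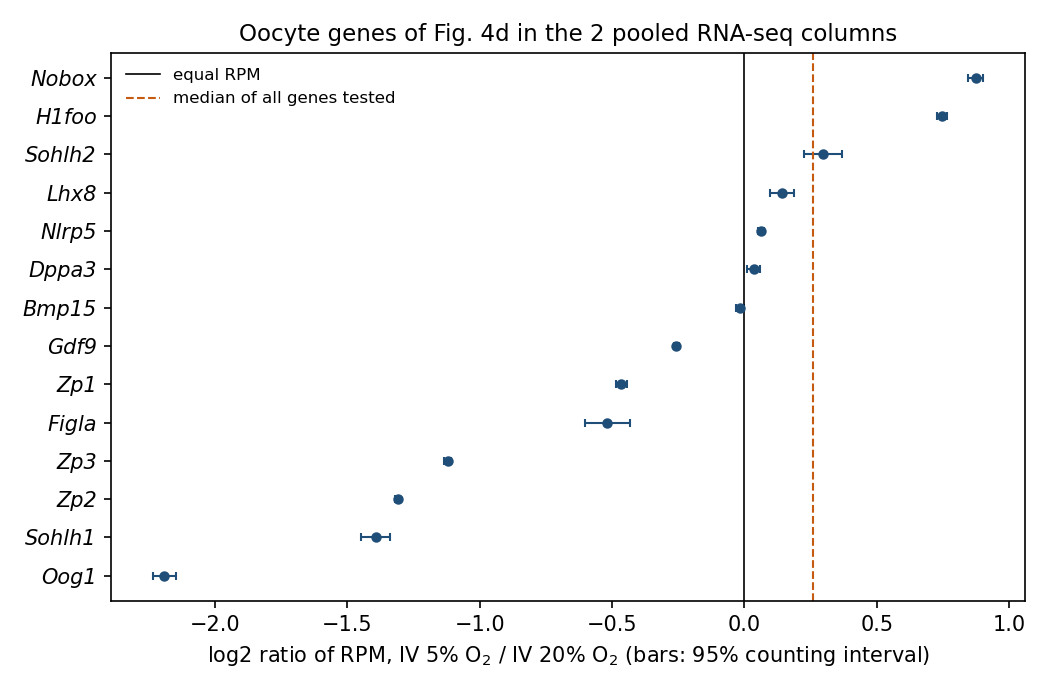
Log2 ratio of RPM between IV 5% O2 and IV 20% O2 for the 14 oocyte genes of Fig. 4d, without a pseudocount. Points are the ratios, bars are the 95% Clopper-Pearson counting intervals, the solid line marks equal RPM and the dashed line marks the median log2 difference of all genes tested, 0.26. Nobox, H1foo and Sohlh2 lie to the right of the dashed line, which Sohlh2 overlaps, and Oog1, Sohlh1, Zp2 and Zp3 lie farthest to the left.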

We also evaluated expression of *Dnmt3A*, *Dnmt3Ll* and *Dnmt1* which are key enzymes for regulating the establishment of methylation on DNA in the RNA-seq datasets. Transcripts for all three genes had reduced abundance in the 5% O_2_ and 20% O_2_-grown oocytes, with a greater reduction in the 5% O_2_-grown oocytes (Fig. 5a, *p* < 0.05 for *Dnmt1* gene, isoform *Dnmt1o* oocyte specific). 

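The column values cover the whole gene, so the oocyte isoform Dnmt1o is not separated from other Dnmt1 transcripts, and the GV oocytes of Fig. 5a are not analysed here. Dnmt1, which encodes the maintenance methyltransferase and lies on chromosome 9 of GRCm38 from 20907209 to 20959888, had 2799 RPM in IV 5% O2 (369923 reads) and 2450 RPM in IV 20% O2 (100135 reads). Its log2 difference was 0.19 (interval 0.18 to 0.20), or -0.07 relative to the median gene; it was -0.13 with median-ratio scaling and 0.47 with quantile normalization. Dnmt3a, the gene of the de novo methyltransferase on chromosome 12 from 3806007 to 3914443, had 118 RPM in IV 5% O2 and 105 RPM in IV 20% O2. The log2 difference of Dnmt3a was 0.16 (interval 0.11 to 0.21) and -0.10 relative to the median gene, and both scalings turned it negative, to -0.16 and -0.02. Dnmt3l, which encodes the cofactor of Dnmt3a and lies on chromosome 10 from 78041947 to 78063622, had 102 RPM in IV 5% O2 (13502 reads) and 25.7 RPM in IV 20% O2 (1049 reads). Its log2 difference of 1.95 (interval 1.90 to 2.08 for the ratio without a pseudocount) was 1.69 relative to the median gene and stayed positive with each scaling, at 1.64 and 1.78. This difference was at percentile 98.5 of the 200 genes nearest in level.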

For Dnmt3a, the principal catalytically active de novo methyltransferase in mouse oocytes, we also examined protein abundance and localisation by immunofluorescence, comparing IV 5%O_2_ oocytes (SN and NSN) with in vivo post-natal D15 growing oocytes and GV oocytes. Dnmt3a protein was observed both in the cytoplasm and nucleus in the NSN oocytes at D15, whereas in SN GV oocytes it was concentrated on chromatin, accompanied by an increase in total protein abundance (Fig. 5b, c). In the NSN oocytes from the 5% O_2_ cultures, Dnmt3a was predominantly cytoplasmic and retained some cytoplasmic localisation even in the SN-like oocytes (Fig. 5b, C).

**Fig. 4:**
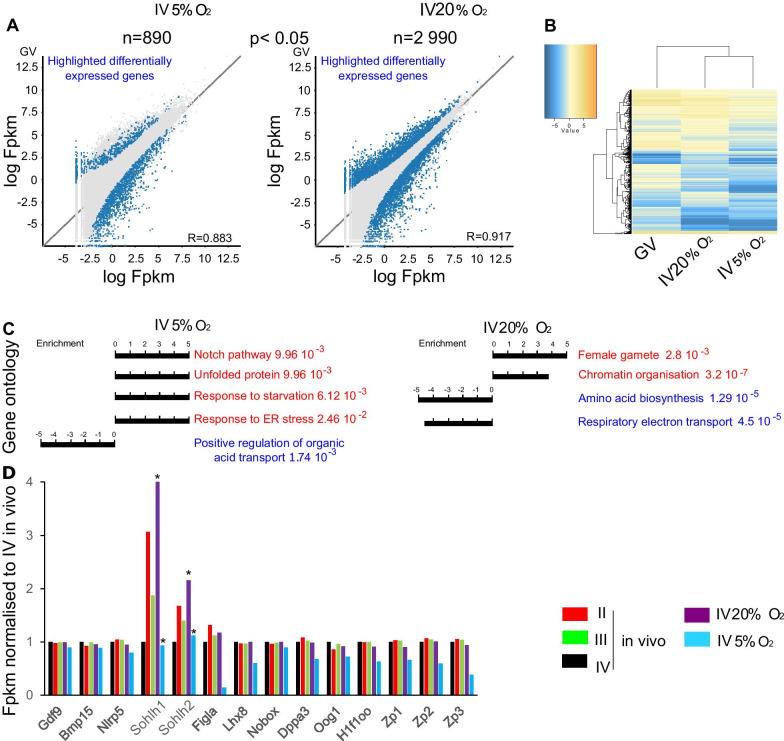
Gene expression profiles of grown IV oocytes. **a** Scatter plot and correlation coefficient of log Fpkm values of 890 transcripts in GV and 5% O_2_, and of 2990 transcripts in GV and 20% O_2_. **b** Heatmap of the transcripts from the IV 5%O_2_, IV 20% O_2_, and GV. **c** Gene ontology of the differentially expressed genes between GV and 5% O_2_ and GV and 20% O_2_. **d** Gene expression of selected oocyte genes in in vivo, IV 20% O_2_ and IV 5%O_2_. *p > 0.05 Student’s t test comparing GV and the cultured oocytes

**Fig. 5:**
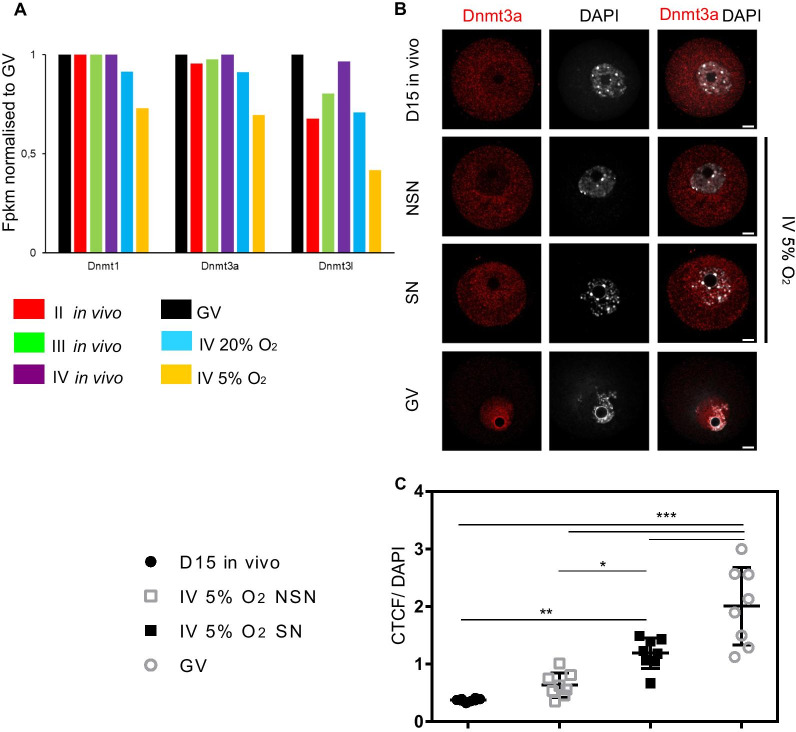
DNA methyl transferase expression in grown oocytes. **a** *Dnmt1*, *Dnmt3a*, and *Dnmt3l* expression compared to GV. *p > 0.05 Student’s t test GV compared to cultured oocytes. **b** Immunostaining of Dnmt3a in different size oocytes.  **c** Quantification of immunofluorescence intensity as seen in (**b**). Corrected total cell fluorescence (CTCF) was calculated for each signal then normalised to DAPI CTCF. Bars represent mean values, and error bars show SEM (2-way ANOVA test; *p < 0.05; **p < 0.01, ***p < 0.001)

Finally, because of the role of transcription events in determining DNA methylation in growing oocytes [4, 21], we integrated results from the RRBS and RNA-seq from the cultured oocytes. After stratifying intragenic CGIs for level of DNA methylation attained, we detected a positive correlation between gene expression level and methylation, particularly for the oocytes grown in 20% O_2_ (Additional file 1: Fig. S5), suggesting that CGIs more advanced in de novo methylation are located within more highly expressed genes. Therefore, although the in vitro-grown oocytes do not completely recapitulate the DNA methylation profile of in vivo counterparts, the de novo methylation mechanism is likely to follow the same mechanistic principles.

### Testing elements of the de novo methylation mechanism in the in vitro culture system

To investigate the utility of the oocyte culture system and to investigate mechanisms of DNA methylation establishment, we conducted an experiment using two drugs: tranylcypromine hydrochloride [34] and lithium chloride (LiCl) [35]. Tranylcypromine hydrochloride is a non-selective monoamine oxidase inhibitor (MAO) and can be used to inhibit an amine oxidase reaction essential for the activity of the histone lysine demethylases of the KDM1 family [36, 37], which have activity towards H3K4me2. Both Kdm1a and Kdm1b have roles in promoting normal de novo DNA methylation in growing oocytes [38, 39], in part by demethylation of H3K4me2 which is antagonistic to Dnmt3a binding and activity [40]. LiCl was chosen because it blocks activity of the oocyte-specific transcription factor Foxo3a by inhibiting its phosphorylation and translocation to the nucleus [35]. In view of the greater apparent fidelity of methylation in oocytes grown in 20% O_2_, we selected to culture the oocytes under normoxia. To evaluate the efficacy of MAO treatment, we performed immunofluorescence for H3K4me2 and H3K4me3 on oocytes after 14 days of culture, observing that H3K4me2 and H3K4me3 staining was reduced (Additional file 1: Fig. S6A, *n* = 10 oocytes for control and treated samples). For the LiCl-treated oocytes, the nuclear staining of Phospho-FOXO3A, that is seen in the untreated oocytes, is much diminished (Additional file 1: Fig. S6B, *n* = 10 oocytes for control and treated samples).Along with the staining of the cultured oocytes, GV oocytes (*n* = 8 for each condition MAO, LiCl, and control) were stained to observe the correct localisation of proteins of interest to assure that the 20% O_2_ had no effect on the cultured oocytes (Additional file 1: Fig. S6C).

To quantify the effect of MAO and LiCl treatments on DNA methylation, we collected oocytes after 14 days of culture, grown under 20% O_2_, in the absence or presence of the inhibitors in triplicate pools of between 70 and 110 oocytes, and processed the oocytes for whole-genome methylation analysis by low-cell post-bisulphite adaptor-tagging (PBAT) [38, 41]. After alignment and removal of reads from duplicates between 16,798,787 and 45,690,308 uniquely mapped reads were obtained per library. (One LiCl-treated sample was discarded because of low coverage, Additional file 2: Table S1.) For the clustering analysis, we included in this analysis, the Class IV in vivo oocyte from Gahurova et al. [23] to identify how the samples will group, as the class IV oocytes is our aimed size and present the maximum level of methylation. The PBAT libraries clustered according to the treatment (Additional file 1: Fig. S7). For most subsequent analysis, replicates were pooled.

First, we assessed the effects of the inhibitors on overall DNA methylation in the oocytes and observed a decrease in CpG methylation in the three different conditions from 39.7% (MAO), 28.8% (LiCl) to 19.6% (MAO + LiCl) compared to 46.6% in in vivo IV oocytes, and 38% in 20% O_2_ condition (Fig. 6A). As one of the treatments affects the activity of Kdm1 enzymes, we included the PBAT methylation datasets of *Kdm1a* and *Kdm1b* M2 knock-out oocytes from Stewart et al*.* [38] in the analysis. Treatments of MAO or MAO + LiCl showed a reduced CpG methylation with a pattern close to Kdm1b (data not shown). However, here we compared oocytes from different sizes (Class IV in vitro oocytes 20% O_2_ with M2 ovulated oocytes) and could bias the results. Focussing on CGIs that normally become methylated in oocytes, we then access the total CGIs methylation which showed a reduction in highly methylated CGIs from 1.3% (*n* = 76) in 20% O_2_ CON to nearly 0% in MAO (*n* = 32), LiCl (*n* = 8), and MAO + LiCl (*n* = 2). The number of methylated CGI < 25% was increasing in all treated samples and was of 10% between 20% O_2_ CON and MAO + LiCl (Fig. 6B). Then, we used the same strategy as for analysing the RBBS data, and a cut-off of > 40% methylation was used on the PBAT data set. This resulted in 1138 CGIs which clustered within 3 groups and were mostly hypomethylated in the cultured oocytes under the inhibitory drugs (Fig. 6c). They failed to properly methylate, and the proportion of CGIs localised on the promoter and intergenic regions increased compared to oocyte 20% O_2_ CON. Most of the methylation is observed on the intragenic regions in GV oocytes [4], and the cultured oocytes presented a significant decreased in CGIs at the intragenic regions from 48% in 20% O_2_ CON to 40% in cultured oocytes with Mao + LiCl (Fig. 6d). We also specifically evaluated effects on igDMRs, as it has previously been described that genetic ablation of *Kdm1b* in oocytes [32] impairs de novo methylation of igDMRs. The heatmap of methylation difference of the igDMRs by comparing 20% O_2_ CON with each drug presented a various aberrant igDMRs methylation for all the cultured oocytes (Fig. 6e). For example, Igf2r was highly methylated (70.1%) in IV 20% O2 CON and the cultured oocytes under treatment reduced their methylation (MAO 56.5%, LiCl 38.2%, and MAO + LiCl 33.9%, respectively, Additional file 1: Fig. S7). These results suggest that the igDMRs did not gain a correct level of DNA methylation but instead obtained various levels of intermediate methylation.

**Fig. 6:**
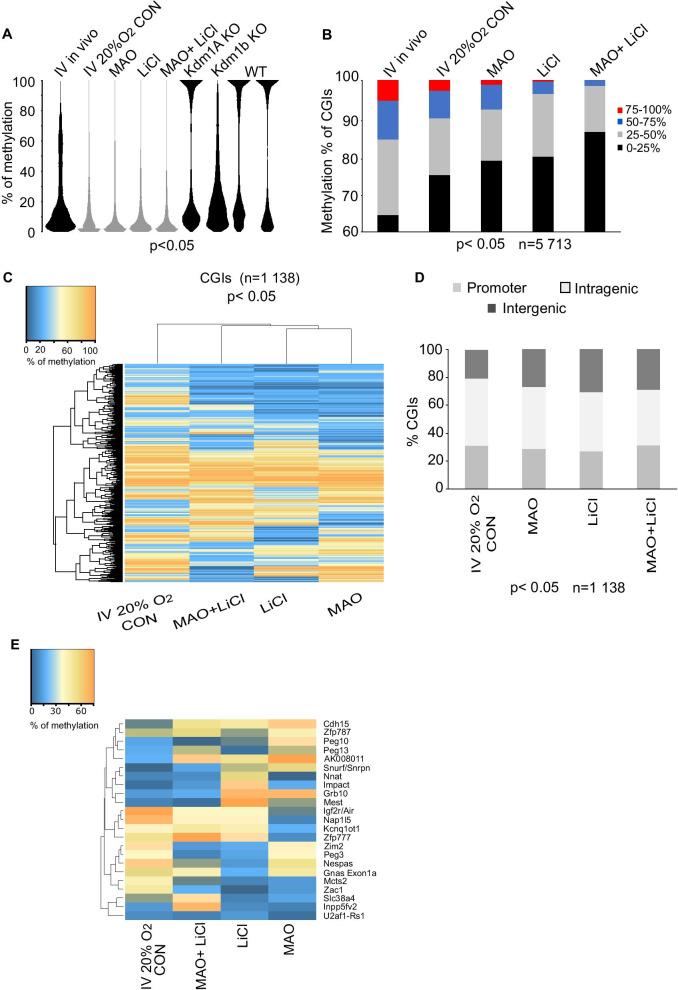
CGI methylation under four different conditions using oocyte in vitro model. **a** Bean plots representing total methylation in IV in vivo, IV 20% O_2_, MAO, LiCl, MAO + LiCl-grown oocytes and *Kdm1a*, *Kdm1b* knock-out and WT M2 oocytes, (*χ*^2^ test, *p* < 0.05). **b** Percentage of methylation at CGIs between in vivo and cultured oocytes (for IV in vivo *n* = 5707, IV 20% O2 CON *n* = 5713, MAO *n* = 5713, LiCl *n* = 5713, MAO + LiCl *n* = 5713, *χ*^2^ test, *p* < 0.05), **c** Heat map of the CGIs over 40% of methylation in at least one sample between the conditions, (*n* = 1138; *χ*^2^ test, *p* < 0.05). **d** Distribution of CGIs over 40% of methylation in at least one sample (*n* = 1138) located overlapping promoter, intragenic, and intergenic regions (*χ*^2^ test, *p* < 0.05). **e** Heatmap representing the quantitation of the methylation difference between the IV 20% O_2_ CON compared to each cultured in vitro oocytes of the 23 igDMRs (*χ*^2^ test, *p* < 0.05)

Finally, we sought to assess the extent to which the treatments in vitro mimicked the ablation of *Kdm1a* and *Kdm1b *in vivo [38]. We took advantage of the published PBAT data from M2 oocytes of *Kdm1a* and *Kdm1b* knock-out mice [38]. We compared the defined hypermethylated domains (CGI over 75% methylation) of M2 oocytes knock-out mice, parameters defined in Stewart et al*.* [38], with our data at IV 20% O_2_ CON oocytes > 25% methylation and the 3 other in vitro conditions (MAO, LiCl, and MAO + LiCl) over 10% of methylation. We have chosen a methylation threshold of ≥ 25% methylation for 20% O_2_ CON (*n* = 1433) as most of the CGIs had an intermediate methylation. For the other in vitro conditions MAO, LiCl, and MAO + LiCl, the methylation threshold was chosen ≥ 10% methylation to gain the maximum number of CGIs in the different culture conditions (MAO *n* = 1983, LiCl *n* = 2243, and MAO + LiCl *n* = 1817). We have generated Venn diagrams to identify the overlapping CGIs between the effect of the in vitro conditions and the in vivo knock-out mice dataset. While comparing the CGIs in hypermethylated domains with in vivo CGIs of *Kdm1a* knock-out mouse hypermethylated domains, only 12 CGIs were common with all the in vitro conditions. When same comparison was carried out with the in vivo CGIs of *Kdm1b* knock-out mouse hypermethylated domains, only one CGI was common (Fig. 7a–c). In the case of the comparison with hypermethylated domains *Kdm1a* knock-out mouse, the 12 common CGIs are located mostly on intragenic regions (75%) and the remaining 25% are located on the promoter (Additional file 3: Table S2). However, in the case of non-common CGIs, we could observe an increase of CGIs located on intergenic regions for all conditions compared to *Kdm1a* and *Kdm1b* M2 knock-out oocytes (Additional file 3: Table S2). Interestingly, the CGIs in hypermethylated domains of 20% O_2_ CON compared with hypermethylated domains of *Kdm1a* knockout oocytes (*n* = 96) and the CGIs from 20% O_2_ CON compared with hypermethylated domains of *Kdm1b* knock-out oocytes (*n* = 98) were all common (Additional file 3: Table S2). These results suggest that the drugs against Kdm1 enzyme activity slowed down the gain of methylation on CGIs in grown oocytes.

**Fig. 7:**
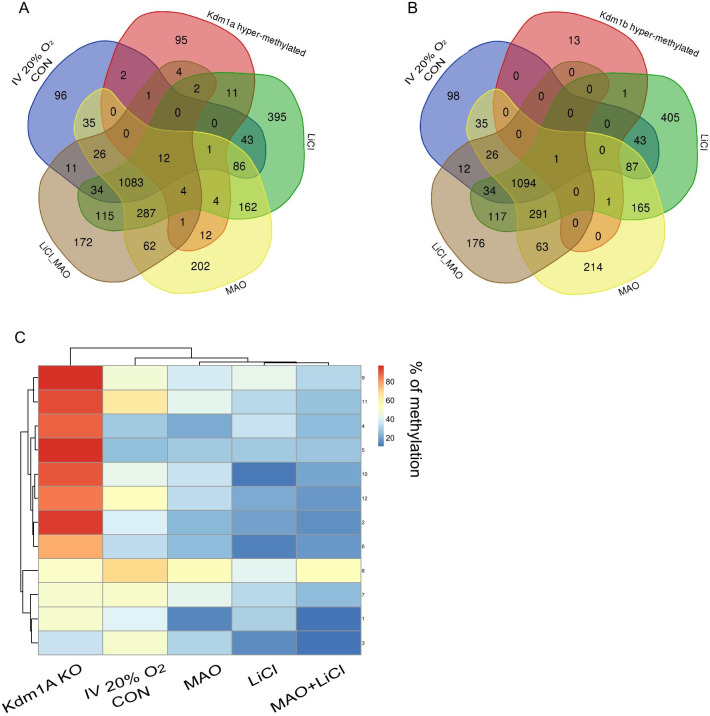
Identification of common CGIs between *Kdm1s* knock-out mouse M2 oocytes and in vitro cultured oocytes under treatments inhibiting methylation and transcription. **a** Venn diagrams showing the common and non-common CGIs between the hypermethylated domains defined in *Kdm1a* oocytes and the CGIs methylated > 25% in normoxia or 20% O_2_ CON and > 10% in MAO, LiCl, and MAO + LiCl. **b** Venn diagrams showing the common and non-common CGIs between the hypermethylated domains defined in *Kdm1b* oocytes and the CGIs methylated > 25% in normoxia or 20% O_2_ CON and > 10% in MAO, LiCl, and MAO + LiCl. **c** Heatmap representing the methylation level of 12 common CGIs between *Kdm1a* M2 oocytes and the CGIs methylated > 25% in normoxia or 20% O_2_ CON and > 10% in MAO, LiCl, and MAO + LiCl

## Discussion

Reproductive biology and regenerative medicine fields have made great breakthroughs to understand how to preserve fertility. Reconstitution of gametogenesis in vitro is crucial for improving and preserving fertility. To be able to reconstitute mature gametes, different alternatives have been explored to generate live offspring based on producing gametes from pluripotent stem cells [42] or from embryonic mouse germ cells [43]. However, it is essential to prove the safety of such procedures before they become applied in humans by analysing and understanding the effect of the cultures on the epigenetic profile of the gametes. Towards this goal, we have analysed the effect of oxygen concentration (5% O_2_ vs. 20% O_2_) on de novo methylation establishment and transcription in in vitro-grown GV-like oocytes from an in vitro oocyte culture starting from immature oocytes.

Most of the follicle culture techniques are using super-ovulated oocytes (M2) [44] when they are carried on animal and human oocytes. In these culture methods, all follicles are grown with the cumulus cells around the oocytes, and the connections between the oocyte and cumulus cells are intact. In our model, few granulosa cells were attached to the immature oocytes due to the ovaries digestion step and the free theca cells resulting from the ovarian digestion formed colonies at the bottom to the Petri dish as described by Honda et al*.* [24]. By adding identified factors (fafBSA, EGF, and FSH) in the culture medium, known to improve oocyte development and maturation [25–27], class IV in vitro oocytes were collected. A small amount of class IV grown oocytes under 20% O_2_ (7%) and 5% O_2_ (10%) reached the size of GV in vivo oocytes which was the aimed size for our study. The oocytes that reached class IV under both oxygen conditions demonstrate that they complete the transition from the NSN to SN chromatin configuration to be mature oocytes [24].

Methylation in in vivo mouse oocytes was first identified to be crucial in intragenic CGI using RRBS [3] and then more recently using whole genome bisulphite sequencing via PBAT method on low amount of sample amount [21, 22, 38]. Veselovska has been demonstrating that methylation happens at the same time as transcription is occurring [4] and methylation of the last CGIs depends on the chromatin state [23]. However, the detail of the genomic distribution of methylation in in vitro mouse oocytes has not yet been clearly analysed. Here, we provide DNA methylation maps of mouse grown oocytes from immature to GV stage obtained after 9–14 days in culture under 5% O_2_ and 20% O_2_ condition. We observed that DNA methylation on CGIs was increased in all conditions as we could identify the methylation wave happening in the in vitro conditions. However, the hypermethylated CGIs regions were altered in the class IV in vitro oocytes in both conditions due to the oxygen concentration, 5% and 20% O_2_. We can hypothesise that a longer period of culture (up to 14 days) in relation to the oxygen concentration might affect the methylation status of the cytosine base and a demethylation wave might be triggered towards hydroxymethylation, resulting in hydroxymethyl cytosine and even further to the formyl cytosine. Therefore, such study needs to be carried out to portray the importance of reduced oxygen tension in the establishment of demethylation wave in in vitro-grown oocytes.

Studies exploring the influence of the duration of the culture on M2 oocytes in close contact with cumulus cells demonstrated that the blastocyst formation rate, meiosis resumption, and expression of key oocyte genes are increased [45], but their effects on imprinted genes are currently not fully known. In our study, the two different oxygen conditions (20% vs. 5% O_2_) did not affect the temporal acquisition of correct imprinted DNA methylation patterns in the denuded oocytes, as the methylation of the imprinted genes was closer to the class IV in vivo oocytes as the igDMR methylation was restored in in vitro 5% and 20% O_2_ oocytes. This result is in line with previous studies using in vitro culture model or super-ovulation method demonstrating that imprinted DNA methylation acquisition in oocytes is a robust mechanism and is not influenced by culture conditions [19, 44]. Imprinted genes are regulated by the methylation status of the imprinting control region (ICR), and when the methylation of the ICR failed due to the loss of transcription, it results in aberrant methylation of the igDMRs [46]. This is what we observe when we manipulated methylation and transcription processes at the same time by inhibiting Kdm1 function and phosphorylation of Foxo3 transcription factor (MAO + LiCl treatment). The igDMR methylation was completely altered underlining that the establishment of methylation on imprinted genes might be dependent on the transcription.

To further investigate the facets of methylation and transcription, we generated and compared the methylomes and transcriptomes of in vitro-grown oocytes to in vivo size selected and class IV in vivo oocytes. While DNA methylation establishment at igDMRs in the oocyte remained unaltered, the overall distribution of CGI methylation occurred in a similar pattern that in in vivo oocytes during the oocyte growth; however, we observed that the methylation in intergenic region increased. Recent study shows that one-sixth of all de novo DNA methylation is linked to transcription initiated at long-terminal repeats (LTRs) [47] and most of the LTRs are localised in intergenic regions. We can hypothesise that if the LTR-initiated transcripts are activated at a wrong time, this will impact the methylome in oocytes leading to aberrant methylation. Transcription analysis revealed that in 20% O_2_ culture condition, transcripts were enriched in female gamete genes and chromatin organisation, whereas the 5% O_2_ condition increased expression of stress response genes. Such results suggest that the lower oxygen concentration towards hypoxia might lead to an exhaustion of metabolites in the oocytes resulting in mechanical stress and/or increased of reactive oxygen species, and normoxia condition to a better availability of the 3D chromatin conformation. However, the Dnmts transcripts (Dnmt1, Dnmt3A, Dnmt3L) were reduced in both oxygen conditions 20% and 5% O_2_. De novo DNA methylation is established by the Dnmt3A/L complex, and such enzymes are controlled by their availability at the subcellular localisation and by their interactions with the chromatin. They regulate the methylation at the hypomethylated and hypermethylated domains in oocytes [48]. We observed in our in vitro oocyte model that the localisation of Dnmt3A protein was altered in 5% O_2_-grown oocytes. Dnmt3A was observed in the cytoplasm in class IV in vitro oocytes, whereas it should have been localised onto the chromatin as in in vivo class IV oocytes. Such mis-localisation will lead to reduce catalytic activity of the enzyme and might explain the lower methylation level observed at the hypermethylated domain in grown oocytes.

The clinical implication of low oxygen concentration in human embryos in assisted reproductive technology has been analysed mostly at the level of embryo quality and morphology, pregnancy rate, live birth/ongoing pregnancy [49–51]. These studies show that in human low oxygen concentration might have some beneficial effect in the clinical outcomes of in vitro culture such as better pregnancy rate. So far, no studies have been conducted on analysing epigenetic marks such as DNA methylation in cultured human oocytes incubated for few hours in 5% O_2_ or in cultured blastocysts after 4–6 days incubation at 5% O_2,_ due to the difficulty to obtain the samples. Metadata analysis on human cohorts has hypothesis that changes in DNA methylation at specific genes during early embryo development might result in metabolic diseases in adult life such as obesity and diabetes [52]. To be able to answer such hypothesis, more studies need to be carried out to help us in understanding how DNA methylation is fully established in cultured oocytes and if any culture conditions during fertility treatments might affect the epigenome of the embryo. Therefore, whether the culture of human oocytes and embryos in low concentrations of oxygen can actually improve the clinical outcomes of ART is a question that still requires more data.

## Conclusions

In conclusion, the comparison of our in vitro oocyte models from immature towards class IV oocytes demonstrates that genomic DNA methylation is altered during the oocyte growth under low concentration of oxygen. Importantly, we show that CGI methylation of igDMRs is fully conserved, whereas the CGI methylation on gene bodies is disturbed due to alteration in culture conditions, here the oxygen concentration. Therefore, from our results further study on embryos produced from immature grown oocytes under different conditions is needed to clarify whether oocyte-derived DNA methylation at igDMRs and DMRs is fully conserved and if the future embryos develop properly.

## Material and methods

### In vitro oocyte culture

The oocyte culture established by Honda et al. [24] based on stem cell factor and ES medium was optimised. In brief, the ovaries, aged of 7 days old, from C57 Black6 background breed with SV129 background mice were collected and digested with trypsin (Sigma) and collagenase I (Sigma) at 37 °C for 15 min. The trypsin-collagenase action was stopped with foetal bovine serum (Sigma) and centrifuged for 5 min at 1600 rpm. The pellet was suspended into warm medium and plated onto a gelatine coated plate. The oocyte culture was performed under two different conditions: 20% O_2_ and 5%O_2_ (Fig. 1a). The culture medium was changed every 24 h for the 5% O_2_ as the colour of the medium changed rapidly to maintain the integrity of the medium composition, and every 48 h for the 20% O_2_ condition. The grown oocytes were collected depending on their size and the culture condition and were kept in—80 °C until further process. To reach the appropriate growth size, the oocytes were grown for 9 days under 5% O_2_ and for 14 days under 20% O_2_. The size of the oocytes has been grouped into classes: < 40 µm class I, 41–49 µm class II, 50–59 µm class III, and 60–70 µm class IV (Fig. 1a). For 5% O_2_, the size of the oocytes was collected at < 40 µm considered as class I and 60–70 µm class IV, and for 20% O_2_, the selected size of the oocyte was < 49 µm class II and 55–65 µm considered to be class IV as the diameter of these oocytes reached 65 µm.

Oocytes were cultured with 100 µM tranylcypromine (Sigma), a working concentration which has been shown to inhibit KDM1, and cause epigenetic changes at the promoters of specific genes [53] and with 15 mM/ml LiCl (Sigma) [35] under 20% O_2_ condition. The control oocytes (CON) were cultured without any drugs under 20% O_2_ condition. The oocyte cultures were stopped when the oocytes reached the size of 55–65 µm. The cultured oocytes were frozen at − 80 °C until further experiments.

### Preparation of bisulphite sequencing libraries

For RBBS, the oocytes were collected in pools of between 250 and 500 oocytes depending on the size of the oocyte and were carried in replicate for each condition 20% O_2_ and 5% O_2_ at two different oocyte size (class I and IV). Libraries for RRBS were prepared as described previously by Smallwood et al*.* [3]. Genomic DNA from approximately 300 cultured oocytes was extracted using QIAamp DNA Micro Kit (Qiagen) and was spiked with 10 fg of unmethylated lambda phage DNA (Promega) followed by *MspI* digestion (Fermentas), and the libraries were generated according to Smallwood et al*.* [3]. Libraries runs, in duplicates, were single-ended, and 100 base pairs (bps) in length were sequenced on Illumina HiSeq 2500 platform.

Post Bisulfite Amplification Treatment (PABT) libraries were generated as described previously by Peat et al*.* [41] for whole genome sequencing. 70–100 cultured oocytes under different treatments (Tranylcypromine, LiCl, Tranycyltramine + LiCl, and control also called 20% O_2_ CON) with a size of 55–65 μm were used to generate the libraries in triplicate. Libraries runs were single-ended, and 100 bps in length were sequenced on Illumina HiSeq 2500 platform.

### Preparation of RNA sequencing libraries

Total RNA from 280 cultured oocytes for each condition 20% O_2_ and 5% O_2_ at two different oocyte size (class IV) was extracted using trizol method (Sigma) according to the manufacturer’s instructions, and the total RNA was purified using the RNA clean and Concentrator-5 kit (Zymo) followed by depletion of ribosomal RNA with Ribo-Zero magnetic kit (Illumina) to remove the ribosomal RNA. The total RNA-seq libraries were constructed according to Veselovska et al*.* [4]. Libraries runs, in duplicate, were sequenced as paired-ended, 100 bps in length on Illumina HiSeq 2500 platform.

### Library mapping

Sequence alignment mapped onto the mouse genome (mm10) and methylation calls were performed using Bismark [54]. CpGs with read depth lower than 5 were discarded. We estimated bisulphite conversion rates using reads that uniquely aligned to the lambda phage genome (conversion rate over 94%). Raw reads from RNA-seq were aligned against mouse genome (mm10) and mapped using TopHat.

### Data analysis

DNA methylation and RNA analysis were done using the SeqMonk software package (v.1.41; Babraham Institute). To score CGI methylation, a list of 23,021 CGIs were obtained from a previous report [32]. The definition of methylated and unmethylated CGIs was according to Smallwood et al*.* [3]. A list of 23 DMRs was obtained from Proudhon et al*.* [55]. Methylation data were compared to RRBS data from size-selected in vivo oocytes (40–45 µm, 50–55 µm, 60–65 µm) [23] and the data from the GV and M2 from Smallwood et al*.* [3]. CGIs were used for methylation analyses if the minimum number of reads to count a position/minimum number of positions to count a probe was 5/5 for CGIs. CGI was annotated as (1) promoter if they overlapped a TSS defined as − 1 Kb + 500 bp, (2) intragenic if they overlapped a gene, and 3) intergenic if they did not overlap a promoter or intragenic regions.

PBAT methylation data were compared to data from GV oocytes, *Kdm1a-, Kdm1b-* knock-out, and wild-type M2 mouse oocytes [21, 22, 38]. The methylation level reported for a sample was the average methylation across samples from the generated biological triplicate samples. The minimum number of reads to count a position/minimum number of positions to count a probe was 5/3 for CGIs, followed by Chi-square test of *p* < 0.05 and probes which did not cover the requirements were discarded. The comparison with the PBAT dataset of *Kdm1a* and *Kdm1b* knock-out M2 oocytes, the strategy developed by Stewart et al*.* [4], was applied to the dataset to generate hypomethylated and hypermethylated domains.

For RNA-seq analysis, we used the annotation [4] that is transcripts oocyte-specific annotation. We then uploaded into SeqMonk as an oocyte-specific annotation track. Reads over transcripts were merged across exons correcting for feature length from the annotation track, quantitated using RNA-seq quantitation pipeline, and log2-transformed. Differentially expressed genes were called using DESeq with significance threshold of *p* < 0.05. Panther program was used for the gene ontology using Benjamini-corrected *p* < 0.05 significance cut-off. For gene-level analysis, the expression level of unique transcripts was ranked by expression levels (calculated as FPKM values) in each library. RNA-seq data from GV oocytes were from Veselovska et al*.* [4].

### Whole-mount immunofluorescence

Cultured oocytes under 5% O_2_, 20% O_2_, and in vivo D15 and GV oocytes from C57 Black6 background breed with SV129 background mice were collected, fixed in 4% paraformaldehyde for 15 min, and washed three times in PBS, and the immunofluorescence protocol was according to Santos et al. [56]. The oocytes were incubated with Dnmt3a (Abcam), H3K4me2/3 (Abcam), phospho-Foxo3a (Molecular probe), Fig alpha (Santa Cruz), or Alexa Fluor antibodies (Molecular probes) and were counterstained with DAPI (Sigma). The pictures were taken with Leica LSM confocal microscope. To accurately compare fluorescent intensity between oocytes, the laser power was set based upon the oocyte with the strongest signal and the same setting was used to evaluate all oocytes. Signal quantification was performed using NIH Image J software; corrected total cell fluorescence (CTCF) was calculated as CTCF = Integrated density—(Area of selected region X Mean fluorescence of background readings) [57]. CTCF was calculated for Dnmt3a and DAPI signals; Dnmt3a was normalised to the DAPI signal for each oocyte nucleus. Greater than 10 oocytes pooled for each condition were examined in 3 separate experiments.

## Supplementary Information

**Additional file 1**. Supplementary materials (Figures S1–S8).

**Additional file 2: Table S1.** Sequencing output for PBAT libraries.

**Additional file 3: Table S2.** CGIs overlapping promoter, intragenic and intergenic regions of methylated non-common CGIs after the comparison with the hypermethylated domains defined in *Kdm1a* oocytes and the CGIs methylated >25% in normoxia or 20% O2 CON, and >10% in MAO, LiCl and MAO+LiCl. *PA* promoter, *Intra* intragenic and *Inter* intergenic.

## Data Availability

Mapped sequence data from Bismark software have been deposited in the Gene Expression Omnibus database (GEO) under accession code GSE164864.

# Supplementary material for: Oxygen concentration affects de novo DNA methylation and transcription in in vitro cultured oocytes
**Source:** Clin Epigenetics. 2021 Jun 28;13:132. doi: 10.1186/s13148-021-01116-3
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary materials (Figures S1–S8).

# Oxygen concentration affects *de novo* DNA methylation and transcription in *in vitro* cultured oocytes

Florence Naillat, Heba Saadeh, Joanna Nowacka-Woszek, Lenka Gahurova, Fatima Santos, Shin-ichi Tomizawa and Gavin Kelsey

**Supplementary figure 1:** Principal component analysis (PCA) plot for RBBS samples generated from *in vitro* grown (from class 1 to IV) and *in vivo* oocytes (from class 1 to IV).

**Supplementary figure 2:** Heat map of the informative methylated CGIs in size selected *in vivo* and class IV grown oocytes in 20% O<sub>2</sub> and 5% O<sub>2</sub>.

**Supplementary figure 3:** A) Venn Diagram showing the common CGIs that were affected in GV, 20% O<sub>2</sub> and 5% O<sub>2</sub> oocytes with different level of methylation. B) Correlation regression analysis between GV and IV oocytes, IV *in vivo* oocyte with III *in vivo* oocytes, IV *in vivo* with IV 5% O<sub>2</sub> oocytes and IV *in vivo* with IV 20% O<sub>2</sub> oocytes.

**Supplementary figure 4:** PCA plot for the RNA-seq from class I to IV *in vivo*, GV, IV 5% O<sub>2</sub> and IV 20% O<sub>2</sub>.

**Supplementary figure 5:** Box whisker plot showing the correlation between identified CGIs and transcription for 20% O<sub>2</sub> and 5% O<sub>2</sub>.

**Supplementary figure 6:** Immunostaining of H3K4me2 and phospho-Foxo3a. A) Oocytes were grown under MAO condition B) Oocytes were grown under LiCl condition. C) GV stained with H3K4me2 and H3K4me3 and phospho-Foxo3 and Fig alpha counterstained with DAPI.

**Supplementary figure 7:** Drawing of the tree of the replicate samples quantifying CGIs over 0% of methylation for PBAT samples.

**Supplementary 8:** Quantitation of the methylation level of the 23 igDMRs between MAO, LiCl, MAO+LiCl and normoxia conditions ( $\chi^2$  test,  $p < 0.05$ ).

**Supplementary table 1:** Sequencing output for PBAT libraries.

**Supplementary table 2:** CGIs overlapping promoter, intragenic and intergenic regions of methylated non-common CGIs after the comparison with the hypermethylated domains defined in *Kdm1a* oocytes and the CGIs methylated >25% in normoxia or 20% O<sub>2</sub> CON, and >10% in MAO, LiCl and MAO+LiCl. PA=promoter, Intra=intragenic and Inter=intergenic.

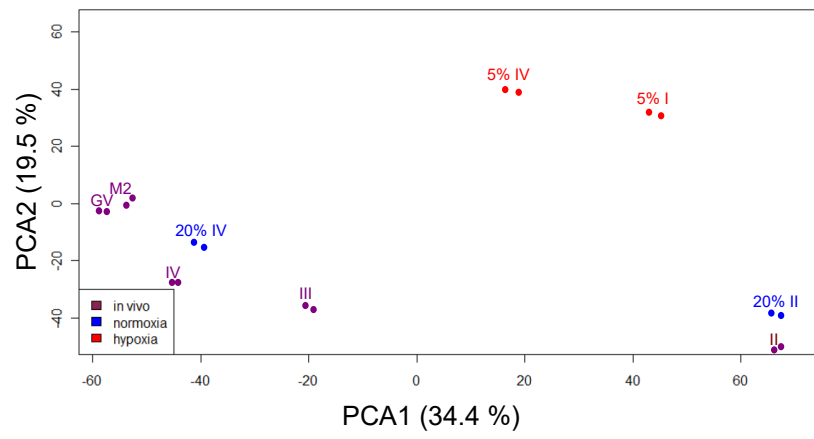

Supplementary figure 1

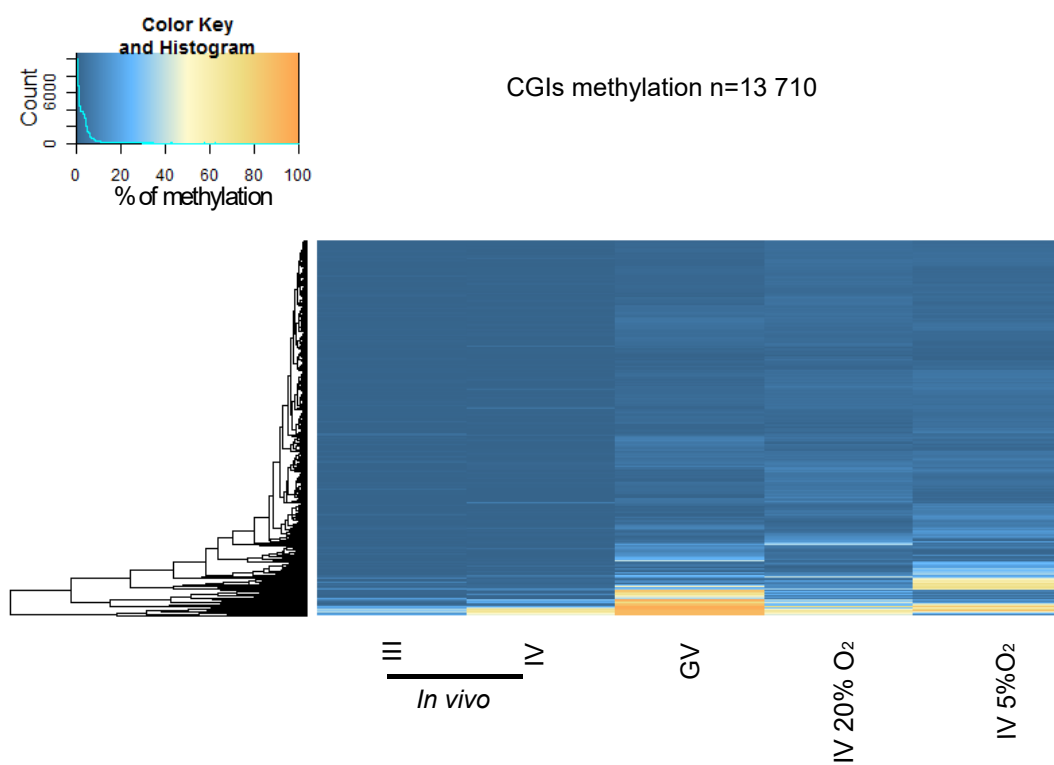

Supplementary figure 2

**A**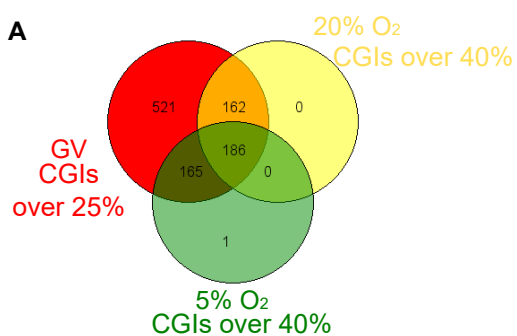**B**

>40% methylation in at least one sample  
n=1 530

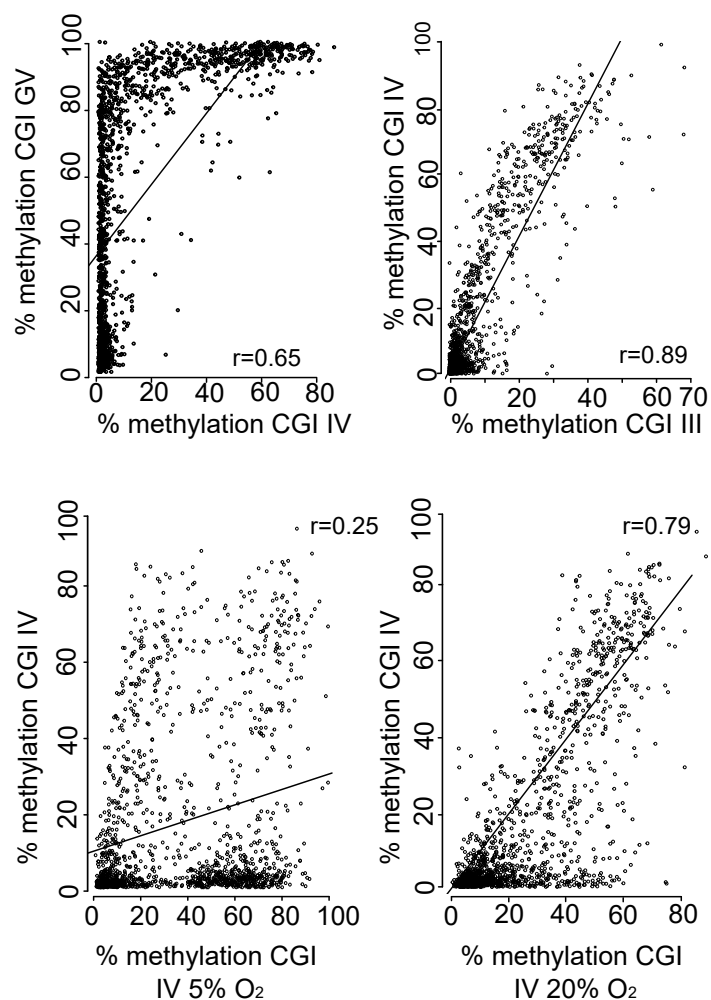

Spplimentary Figure 3

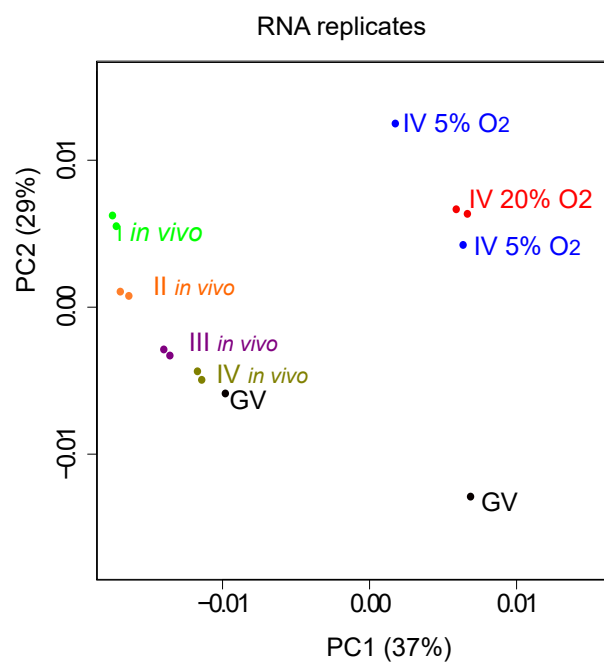

Supplementary figure 4

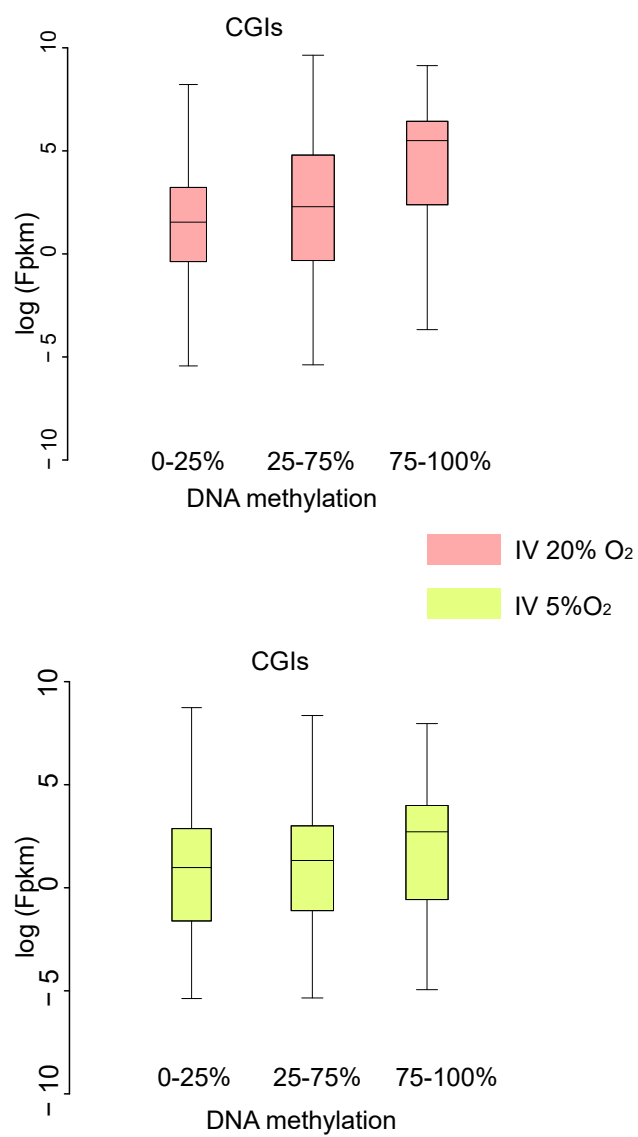

Supplementary figure 5

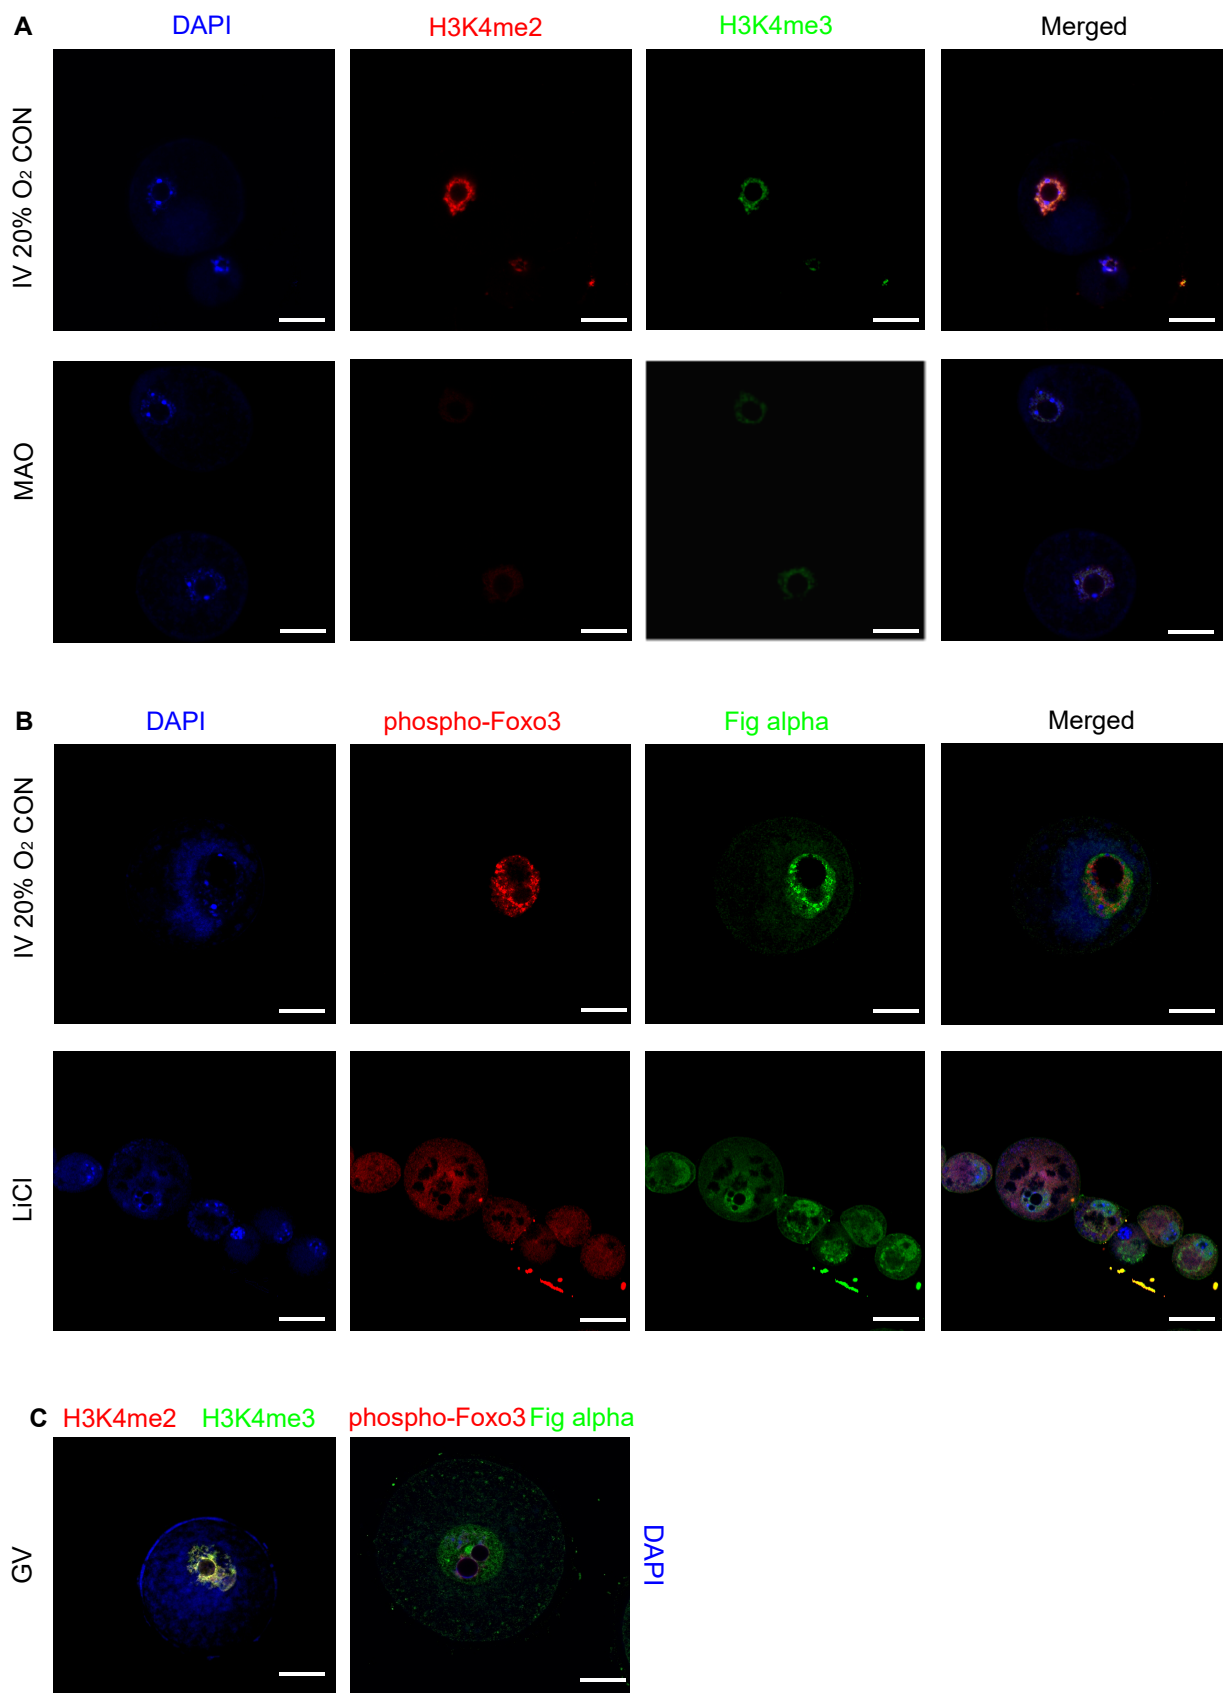

ChiSquare  $p < 0.05$

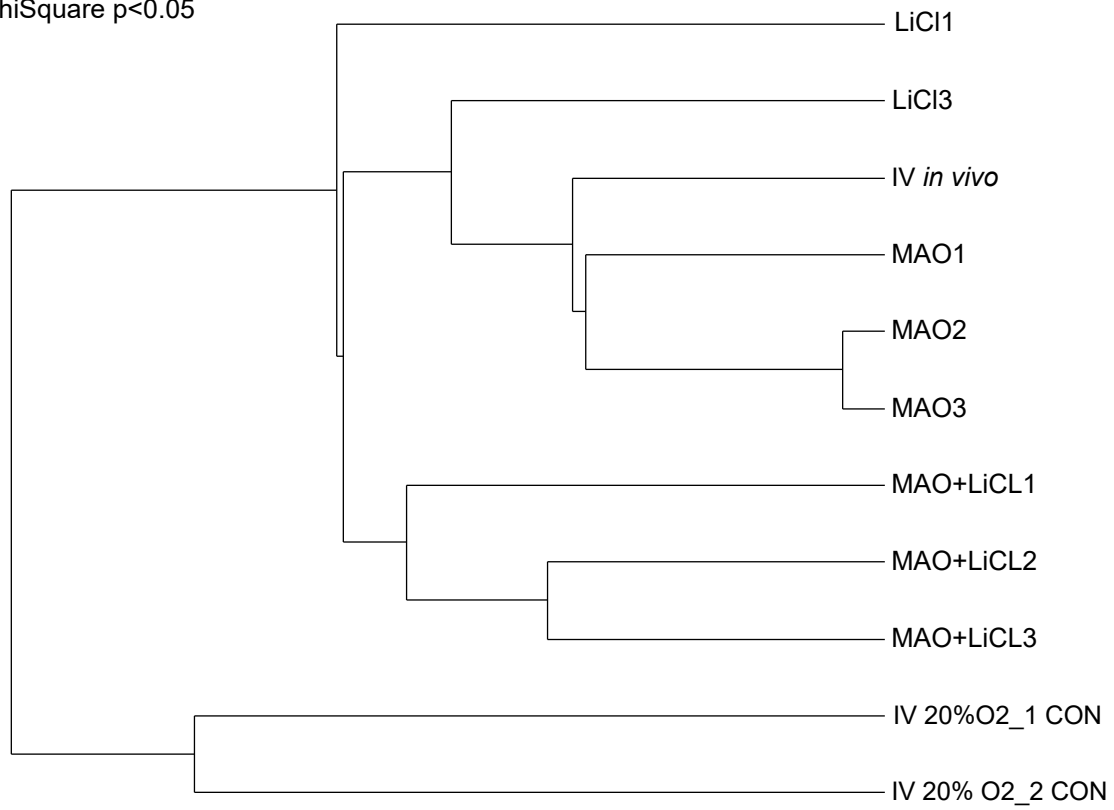

Supplementary figure 7

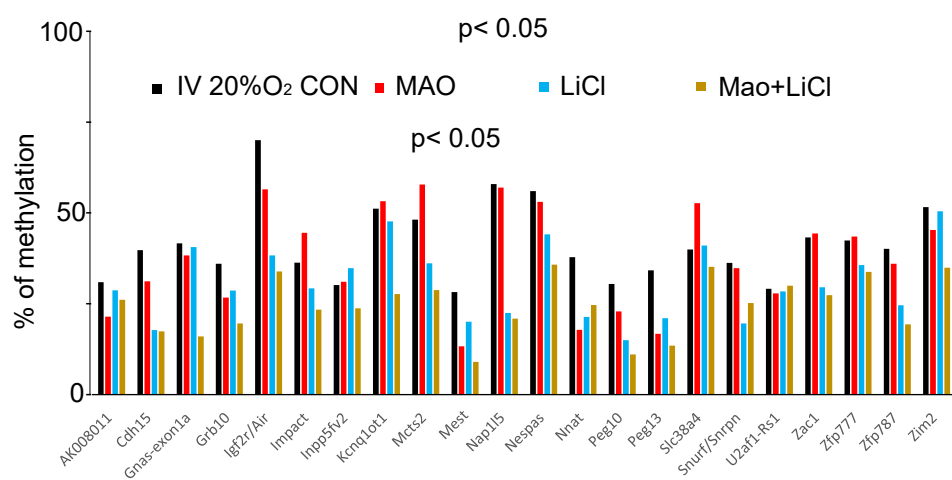

Supplementary figure 8

How the deposited data were processed for this re-analysis (not part of the article)

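RNA-seq of class IV oocytes grown in 5% O2 and in 20% O2, with 2 libraries per condition, is the experiment analysed here. The RRBS and PBAT libraries of the study are not analysed here. The authors aligned the RNA-seq reads to mm10 with TopHat, merged reads across exons and took log2 in SeqMonk, and deposited 1 log2 value per gene and condition. The values are named as RPKM, but each column's linear values are whole multiples of 1 step, so they were read as log2 RPM without a correction for length. Whole numbers of reads were recovered for 99.4% of the values of the IV 5% O2 column and for 99.9% of those of the IV 20% O2 column. A gene without reads is listed at 0.9 of 1 read and was set to 0 RPM. The paper's text does not state how the libraries of a condition were combined. The table also holds 1 value column that belongs to none of the mapped samples, which was not used.

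The table has 16591 rows and 16572 gene names. For the 18 names with more than 1 row, the row with the highest mean stood for the gene. The coordinates of 16414 rows are exactly those of a gene in the GENCODE annotation of GRCm38, and 16572 rows could be given an annotated gene. Exonic length, GC content and repeated sequence were computed from that annotation and genome. Exonic length is that of all annotated exons of a gene joined. A window of 50 or 100 bases, taken every 10 bases along the exons, was called repeated if it occurred at least 2 times in the 22 chromosome sequences. Windows lay within single exons and only exact copies were counted, so reads across exon junctions and near copies were not scored.

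The depth of the columns, 132185259 and 40875359 reads, gives the IV 5% O2 column the higher precision, by a factor of 3.23. Differences were computed on log2(RPM + 1) for genes with a mean of at least 1 RPM. The planned tests with limma, and camera and fry for lists, need a value per library and could not be run on pooled columns. In their place, and chosen after the table was seen, genes at least 2-fold apart were counted, and the median of each list was placed among 10000 random lists of the same size, each member being drawn from the 200 genes nearest in level. A list with a percentile at or under 2.5, or at or over 97.5, was taken to stand apart. Lists with fewer than 3 genes tested got no percentile. Clopper-Pearson intervals at 95% and a floor of 3 reads describe counting error. On simulated reads, 100% of 200 changed genes were recovered and 0% of 13708 unchanged genes passed 2-fold. Of 13908 simulated intervals, 95.7% held the true ratio, and 4% of 100 unchanged lists fell outside the central 95%. These shares check the calculation only. The pooled columns give no spread between libraries, so the shares are not error rates for the real counts, intervals or lists.

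Before the data were examined, the genes to be named were set as those of Fig. 4d and Fig. 5a, the drug targets Kdm1a, Kdm1b and Foxo3, the 5 largest rises and 5 largest falls among tested genes (identifier-only names skipped), and 2 members of each list that stood apart. That rule required an adjusted p-value and the same direction in each library, which pooled columns cannot give, and after the table was seen the size of the difference, and the percentile of a list, were used instead. The 17 gene lists were also set then: the genes of Fig. 4d and Fig. 5a, female gamete, chromatin organisation, unfolded protein and ER stress, starvation response, amino acid biosynthesis, nuclear respiratory electron transport, mitochondrially encoded, Notch pathway, hypoxia response and oxidative stress genes, and markers of granulosa, theca and stroma, macrophage, endothelial and erythroid cells. The alternatives set then were pseudocounts of 0.1 and 5, no filter, a mean of at least 5 RPM, median-ratio scaling, quantile normalization, RPM summed over the rows of a gene, and Spearman's rho. Division by exonic length and a limit of 10% repeated windows were added after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.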

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

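Every test in this part was chosen after the result it bears on had been seen. Values of single libraries are not used here, so each pattern compares 2 pooled columns, and oxygen, culture time and library preparation are confounded in it. The genes in this part are outside those the paper discusses, and the summed values and those of Cyp11a1 lie above what a count of 0 allows, although several single members have no reads in a column.

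The 53 clustered core histone genes tested summed to 8220 RPM in IV 20% O2 and to 843 RPM in IV 5% O2, and all 53 were lower in IV 5% O2. Their median log2 difference of -3.99 lay far outside the range of -0.25 to 0.44 of lists matched on level and exonic length. This length joins all annotated exons of a gene and can exceed that of its transcripts, so a loss of short transcripts stays open. The 1470 genes with the shortest exonic length, 144 to 1326 bases, had a median of 0.07, so no general loss was seen among them. A second technical explanation is that reads matching several places in the genome were counted in IV 20% O2 only. The 5 histone genes without a repeated window of 100 bases, the length of a read, had a median of -2.18, below the range of -1.75 to 1.07 of matched lists. This argues against exact copies as the cause for these genes, but near copies were not scored. For the 48 others, with a median of -4.05 against matched lists between -0.31 and 0.42, the explanation stays open. The 19 histone genes with 10% to under 50% of their 50-base windows repeated had a median of -3.77, while 1289 other genes with such a share were at 0.09. This difference does not exclude it, because reads of abundant histone copies would add to a gene in IV 20% O2 beyond its own repeated share. Another is that RNA without a poly(A) tail was captured less in IV 5% O2. The paper describes depletion of ribosomal RNA from total RNA in each condition and names no selection on the tail. The linker histone genes H1f1 to H1f5 do not decide this, because they went both ways, from -1.16 to 1.86 with a median of -0.18. A lower histone mRNA level after the shorter culture or in low oxygen was not tested.

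The 7 scaRNA genes, which encode small RNAs of the Cajal body, summed to 615 RPM in IV 20% O2 and to 35.3 RPM in IV 5% O2. At most 10% of the windows of any of them are repeated, which argues against reads with several exact matches. Their median log2 difference was -2.68 against matched lists between -1.39 and 0.89, but only 173 genes tested have under 450 bases of exon, so a loss of very short transcripts cannot be told apart from other causes. The median of Rmrp, Rpph1, Terc and Rprl3, other short RNAs without a poly(A) tail, was -1.72, with Rprl3 going the other way at 2.10. Since these are as short as the scaRNA genes, length and the missing tail cannot be told apart, although the paper's methods name no selection on the tail.

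Gm10800 and 10 similar predicted genes, whose exons are at least 81.5% soft-masked repeats, summed to 4255 RPM in IV 5% O2 and to 18.5 RPM in IV 20% O2. Gm10800 rose by 9.01 on the log2 scale, from 126 to 278742 reads. Counting of reads with several matches in IV 5% O2 only would raise other repeated genes as well, but the 490 other genes with at least 50% repeated windows had a median of -1.03. Genomic DNA in the IV 5% O2 libraries is another candidate explanation. In that column, 179 of 13069 genes with at least 2 kb of exon had 3 or fewer reads, against 485 in the less deeply sequenced IV 20% O2 column. This limits the amount of DNA, but the share of satellite DNA in the genome is not known here, so DNA and transcription of these repeats cannot be told apart.

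Cyp11a1, a gene of steroid synthesis, had 16.4 RPM in IV 5% O2 (2171 reads) and 0.122 RPM in IV 20% O2 (5 reads). It belongs to the theca and stroma markers, of which 12 of 18 are in the table and 12 of 12 were higher in IV 5% O2, a direction that is in line with RNA of such cells in the IV 5% O2 libraries. The paper describes the cultures as initially supported by theca-like cells. The levels were low. Postn had 5.25 RPM, Star 5.18 RPM, Fn1 4.94 RPM, Vim 2.72 RPM and Col1a2 0.431 RPM in IV 5% O2, while Vim and Col1a2 had no reads in IV 20% O2. Of the 12 markers, 2 reached 1 RPM in IV 20% O2, and 0 belong to another of the lists. Without Cyp11a1, the 5 other markers tested still had a median of 1.78, at percentile 99.79 of matched lists. Expression of these genes by the oocytes themselves was not tested and stays open.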

How the results depend on the processing

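No paired analysis was possible because the columns are pooled and carry no replicate numbers. For the same reason limma with and without the trend, the replicate block, leave-one-out, unadjusted p-values, adjusted p-values with a 2-fold difference, camera, fry and an estimated correlation were not run.

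Counts of genes at least 2-fold apart moved by over 1.5 times under several alternatives. Higher genes numbered 1202 with a pseudocount of 5, 1691 at a mean of at least 5 RPM, 1700 with median-ratio scaling, 1764 with quantile normalization and 1609 after division by exonic length, against 2753. Lower genes numbered 706 with a pseudocount of 5, 899 after division by exonic length and 878 among genes with under 10% repeated windows, against 1356. The stricter filters and the limit on repeated windows test fewer genes (10755, 12089 and 12848 in place of 14704). The 2 scalings moved the share of higher genes from 67.0% to 45.6% and 48.6%, since they shift the median of all genes from 0.26 to -0.04 and 0.06. Division by exonic length and the limit on repeated windows were chosen after the data were seen.

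Pearson's r between the columns, 0.884, was 0.838 and 0.904 with pseudocounts of 0.1 and 5, 0.904 without a filter, 0.814 at a mean of at least 5 RPM, 0.817 after division by exonic length and 0.911 with under 10% repeated windows. Spearman's rho was 0.889. The cause was not tested.

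With median-ratio scaling, directions reversed for Nlrp5 (-0.26), Sohlh2 (-0.0226), Lhx8 (-0.18), Dppa3 (-0.28), Dnmt1 (-0.13) and Dnmt3a (-0.16), so that 2 of the 3 Dnmt genes of Fig. 5a were lower in IV 5% O2 in place of 0. With quantile normalization they reversed for Gdf9 (0.22), Nlrp5 (-0.17), Lhx8 (-0.0580), Dppa3 (-0.0667) and Dnmt3a (-0.0165), so that 1 of the 3 Dnmt genes was lower. Median-ratio scaling applies 1 factor per column, which accounts for its reversals; the cause of those under quantile normalization was not tested. Of the other values of single genes, 79 moved by more than the longer arm of their counting interval without a change of direction and 216 did not; for Hist1h2br, whose interval has no lower end, any change was counted.

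The hypoxia response list, at 0.27 relative to all genes, came to stand apart with a pseudocount of 0.1 (0.54), at a mean of at least 5 RPM (0.40), with median-ratio scaling (0.40) and after division by exonic length (0.38). The macrophage markers did so without a filter (0.91), and their sign reversed with median-ratio scaling (-0.0416), quantile normalization (-0.0487) and division by exonic length (-0.0138), where 3 in place of 4 markers were tested. Among genes with under 10% repeated windows, the starvation response list turned to -0.00672 and the Notch pathway list to 0.20. The cause was not tested for these lists. The other cases of the lists, the counts, the genes of Fig. 4d and the similarity, 133 in number, kept their direction and their side of the threshold or their range. In particular, the nuclear respiratory electron transport and mitochondrially encoded lists stood apart under each alternative run. For the theca and stroma markers fewer than 3 were left at a mean of at least 5 RPM and after division by exonic length, so no value was had there. The macrophage markers had no value at a mean of at least 5 RPM either, and for endothelial and erythroid markers there was none in the main setting.

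The IV 20% O2 column has the lower depth. Bfsp1, Stk32a and Cyp11a1 rest there on 6, 9 and 5 reads, which limits the precision of their folds.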

Differences from the paper's values

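The paper's values in this part are ratios of the IV 5% O2 bar to the IV 20% O2 bar, read by eye from Fig. 4d and Fig. 5a for 16 genes, and those here are ratios on the (RPM + 1) scale. For 9 of the 16 genes both lay within 1.5 times of each other, and the same number did when the ratio of log2 RPM was taken instead, so a change of scale does not bring the series together. Being within 1.5 times does not mean the same direction. The figure ratios of Nlrp5, Dppa3, Dnmt1 and Dnmt3a, read by eye, are about 0.84, 0.69, 0.80 and 0.76, against 1.045, 1.024, 1.142 and 1.118 here. The other genes within 1.5 times lay below 1 in both. On the log2 scale, Nobox and Oog1 came within 1.5 times of the paper's ratios, while Zp2 and Zp3, which were within it before, did not.

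The paper's ratio for Sohlh2 is about 0.50 in Fig. 4d, read by eye, against 1.22 here. For Figla, the paper's ratio is about 0.12 in Fig. 4d, read by eye, against 0.706. For Lhx8, the paper's ratio is about 0.61 in Fig. 4d, read by eye, against 1.103. The paper's ratios for Nobox and H1foo are about 0.90 and about 0.69 in Fig. 4d, read by eye, against 1.83 and 1.68, or 1.108 and 1.08 as ratios of log2 RPM. For Oog1, the paper's ratio is about 0.78 in Fig. 4d, read by eye, against 0.222, or 0.725 as a ratio of log2 RPM. The paper's ratio for Dnmt3l is about 0.59 in Fig. 5a, read by eye, against 3.87. Of the alternatives set before the data were examined, median-ratio scaling brought the ratio of Lhx8 to 0.885, within 1.5 times of the paper's. Each of the other alternatives left these 7 genes apart from the paper's ratios.

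Median-ratio scaling and quantile normalization set Zp2 apart (0.324 and 0.382, against about 0.59 in Fig. 4d, read by eye), and quantile normalization set Dnmt1 apart (1.38 against about 0.80 in Fig. 5a, read by eye).

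The paper states that Sohlh2 was more abundant in 20% O2 and Lhx8 less abundant in 5% O2. Here the log2 differences of IV 5% O2 minus IV 20% O2 were 0.29 for Sohlh2 and 0.14 for Lhx8, and median-ratio scaling, which moves all genes by 1 factor, gave -0.02 and -0.18. For Sohlh2 that value is within counting error and still lies above the median gene, so it shows no direction. Quantile normalization gave -0.06 for Lhx8. The paper states that the Dnmt genes were reduced more in 5% O2 than in 20% O2. Here their log2 differences were 0.19 for Dnmt1, 0.16 for Dnmt3a and 1.95 for Dnmt3l. Median-ratio scaling gave negative values for Dnmt1 (-0.13) and Dnmt3a (-0.16) through the same factor, quantile normalization gave -0.02 for Dnmt3a, which is within counting error, and no setting that was run gave the paper's direction for Dnmt3l.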

Other observations

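The lists were set before the data were examined, and their percentiles among random lists were chosen after the table was seen. Every other test in this part was chosen after the result it bears on had been seen. Oxygen and culture time differ together between the columns, and no test here separates them.

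Among the drug targets, Kdm1a had 125 RPM in IV 5% O2 and 70.2 RPM in IV 20% O2, a log2 difference of 0.83, whereas Kdm1b had 529 and 695 RPM (-0.39) and Foxo3 had 261 and 345 RPM (-0.40). The 5 largest rises among named genes were Bfsp1 (6.01), Stk32a (5.20), Fmn1 (4.78), Ldha (4.77) and Cyp11a1 (3.96). Fmn1 rose from 14.9 to 435 RPM, and Ldha from 2.37 to 91.0 RPM. The 5 largest falls were histone genes. H2ac19, H3c2 and H3c14 fell from 461, 203 and 168 RPM to 0.363, 0.0908 and 0.999 RPM, and H2ac18 from 466 to 0.0303 RPM. Hist1h2br had 82.6 RPM in IV 20% O2 and no reads in IV 5% O2, and was at least 3638-fold lower against the floor of 3 reads; its exact interval, which ends at -11.53 on the log2 scale, allows a smaller fold. From 36.0% to 100% of the windows of these histone genes are repeated.

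Lists for processes that the paper names for the comparison with GV oocytes did not stand apart between the columns. The median log2 difference was 0.14 for female gamete genes (percentile 27.5 of random lists), 0.10 for chromatin organisation genes (10.5), 0.05 for unfolded protein and ER stress genes (11.3) and 0.30 for starvation response genes (65.1). It was 0.09 for amino acid biosynthesis genes (24.4), 0.18 for Notch pathway genes (34.9), 0.02 for oxidative stress response genes (12.3) and 0.19 for the Dnmt genes of Fig. 5a (47.2). The hypoxia response genes had a median of 0.53 (93.9), with 23 of 29 higher in IV 5% O2. Of the cell markers, granulosa markers had a median of 0.59 (73.4, 5 tested), theca and stroma markers 1.84 (99.97, 6 tested) and macrophage markers 0.83 (84.8, 4 tested). The 2 endothelial markers tested had a median of 1.11 and the 1 erythroid marker tested was at -0.15. Of the 15 lists with a percentile, 3 stood apart.

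The nuclear respiratory electron transport genes were lower in IV 5% O2, with a median of -0.77 (percentile 0) and 48 of 60 lower. Ndufa2 fell from 80.6 to 10.6 RPM and Ndufa3 from 10.9 to 0.999 RPM. These transcripts are short, and the median of -0.77 lay below the range of -0.11 to 0.50 of lists matched on level and exonic length. As this length joins all annotated exons and can exceed that of the transcripts, a loss of short transcripts is not excluded. The 21 members without a repeated window had a median of -0.62, below the range of -0.06 to 0.79 of matched genes that also have none. This argues against exact copies within exons as the whole cause. Reads across exon junctions and near copies were not scored, so reads with several matches are not excluded. One hypothesis that stays open is a lower level of these transcripts in low oxygen or after the shorter culture, which would be in line with both values, but it was found in these same columns and has no replicate check.

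Genes with repeated sequence tended to be lower in IV 5% O2. The median log2 difference outside the clustered histone and mitochondrial genes was 0.35 for 7234 genes with no repeated window, 0.25 below 10%, 0.09 from 10% to 50%, -0.56 from 50% to 90% and -1.79 for the 172 genes from 90% upwards. The 498 genes with at least 50% repeated windows had a median of -0.98 against matched lists between 0.20 and 0.41. This is consistent with reads that match several places being counted more fully in IV 20% O2, as a hypothesis. Of the 88 genes with every window of 100 bases repeated, 60.2% still had over 3 reads in IV 5% O2, with a median of 19.5 reads against 195 in IV 20% O2 despite the higher depth. A complete exclusion of such reads would leave none of them, unless read pairs place some of these reads, which was not tested.

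The mitochondrially encoded genes split in direction, although their list median of 1.43 (percentile 100) was high. The 5 genes with fewer than 50% repeated windows, were all above the median gene with a median of 2.02, and the 8 with at least 50% had a median of -0.42. The difference between these medians of -2.44 is what counting of reads with several matches in IV 20% O2 would give. Exceptions are mt-Atp8 (1.95) and mt-Nd4 (1.77), which are repeated and rose. mt-Nd6 rose most, by 3.59, with mt-Nd5 next at 2.21. As mt-Nd6 lies on the opposite strand to the other mitochondrial messenger RNA genes, more reads on the wrong strand were considered. Over 158 pairs of an antisense gene and an abundant sense gene, the median log2 antisense to sense ratio differed by 0.0383 (bootstrap range -0.05 to 0.23). A general loss of strand information was not detected, but the pairs overlapped as whole genes, introns included. Where their exons do not overlap, wrong-strand reads of sense exons would not be counted on the antisense gene, so such a loss is not excluded.

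Exchanged column names were weighed as an explanation for the directions that differ from Fig. 4d and Fig. 5a. With the columns exchanged, 9 of 16 genes lay nearer to the ratio in the figures, and with the columns as named 7 did. The 2 cases cannot be told apart from these values, since Dnmt3l, Nobox and H1foo speak for an exchange and Zp2, Zp3 and Figla against it. Sohlh1, which is not among the 16, also speaks against it, since the paper states a greater abundance in 20% O2 and its value was higher there.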
